# The histone chaperone function of Daxx is dispensable for embryonic development

**DOI:** 10.1038/s41419-023-06089-0

**Published:** 2023-08-26

**Authors:** Chang Sun, Yuan Qi, Natalie Fowlkes, Nina Lazic, Xiaoping Su, Guillermina Lozano, Amanda R. Wasylishen

**Keywords:** Developmental biology, Transcription

## Abstract

Daxx functions as a histone chaperone for the histone H3 variant, H3.3, and is essential for embryonic development. Daxx interacts with Atrx to form a protein complex that deposits H3.3 into heterochromatic regions of the genome, including centromeres, telomeres, and repeat loci. To advance our understanding of histone chaperone activity in vivo, we developed two Daxx mutant alleles in the mouse germline, which abolish the interactions between Daxx and Atrx (*Daxx*^*Y130A*^), and Daxx and H3.3 (*Daxx*^*S226A*^). We found that the interaction between Daxx and Atrx is dispensable for viability; mice are born at the expected Mendelian ratio and are fertile. The loss of Daxx-Atrx interaction, however, does cause dysregulated expression of endogenous retroviruses. In contrast, the interaction between Daxx and H3.3, while not required for embryonic development, is essential for postnatal viability. Transcriptome analysis of embryonic tissues demonstrates that this interaction is important for silencing endogenous retroviruses and for maintaining proper immune cell composition. Overall, these results clearly demonstrate that Daxx has both Atrx-dependent and independent functions in vivo, advancing our understanding of this epigenetic regulatory complex.

## Introduction

Epigenetic regulators play a fundamental role in different cellular processes, including development, damage responses, and tissue regeneration. Daxx (death domain associated protein six) is a protein with multiple functions that is essential for embryonic development [1–3]. Initially identified through a yeast two-hybrid screen, Daxx was found to be an adapter protein associated with the apoptosis receptor Fas [4]. Later, biochemical studies demonstrated that DAXX is a histone chaperone specific to Histone 3.3 (H3.3), which is a variant of canonical Histone 3 (H3.1/H3.2) [5–8]. More recent findings suggest that Daxx also represents a new type of protein-folding enabler, preventing and reversing the aggregation of other proteins [9]. However, it remains unclear which function(s) of Daxx contributes to normal embryonic development.

The importance of DAXX is further demonstrated in human tumors. Recent sequencing studies revealed that pancreatic neuroendocrine tumors (PanNETs) are driven by somatic loss-of-function mutations in epigenetic regulators, with recurrent mutations in *MEN1* (38%), *DAXX* (23%), and *ATRX* (10%) [10, 11]. A critical insight into the tumor suppressor mechanisms of *DAXX* and *ATRX* comes from the mutual exclusivity of mutations, suggesting their shared function in tumor suppression. DAXX and ATRX form protein complexes and deposit H3.3 into telomeric, pericentric regions and repeat loci of the genome [7, 8, 12–14].

Despite the shared function as a chromatin remodeler, mounting evidence suggests our understanding of DAXX and/or ATRX is incomplete. Notably, while both genes are essential for embryonic development in the mouse, the embryonic phenotypes are distinct. Early embryonic lethality caused by a deficiency of *Daxx* is associated with extensive apoptosis [1]. *Atrx*-null embryos die at a similar developmental time point but have limited apoptotic cells. Instead, they show a defect in trophoblast development [15]. Additionally, the Lewis lab recently demonstrated the existence of two biochemically distinct DAXX–H3.3 containing complexes: a DAXX–ATRX complex and a DAXX–SETDB1–KAP1–HDAC1 complex, and these two complexes possess different functions [16]. These data collectively underscore the need to dissect the physiologic functions(s) of these epigenetic regulators and the specific molecular requirements for downstream biological activity and physiologic function(s).

To further study the function of Daxx in vivo, we generated and characterized two Daxx mutant alleles that abolish the interactions between Daxx and Atrx (*Daxx*^*Y130A*^) and Daxx and H3.3 (*Daxx*^*S226A*^) in the germline of mice. Using these models, we demonstrated that the interaction between Daxx and Atrx is dispensable for both embryonic development and postnatal viability. The histone chaperone function of Daxx is also not required for embryonic development but is essential for postnatal viability. Comprehensive transcriptome profiling of embryonic tissues revealed many gene expression changes in the Daxx mutant that is unable to bind H3.3 as opposed to one unable to bind Atrx. Pathway analysis of the differentially expressed genes in *Daxx*^*S226A/S226A*^ embryonic tissues revealed enrichments in immune signatures, and we subsequently identified and validated changes in immune cell composition in embryonic tissue, supporting the recently described role for Daxx in hematopoiesis [17, 18], and providing mechanistic insight into the essential functional domain for this activity. Additionally, both Daxx:H3.3 and Daxx:Atrx interactions are required for silencing endogenous retroviruses (ERVs). The de-repression of ERVs is associated with the upregulation of adjacent genes but is insufficient to explain the hematopoietic phenotypes of *Daxx*^*S226A/S226A*^ embryos. Overall, this study expanded our understanding of the different functions of Daxx during embryonic development.

## Results

### Generation of Daxx-Y130A and Daxx-S226A mice

The interaction between DAXX and ATRX is mediated by the DAXX 4 helix bundle domain (4HB), while the interaction between DAXX and histone variant 3.3 (H3.3) is mediated by the histone binding domain (Fig. 1A). Protein structure studies have identified Tyrosine 124 (Y124) and Serine 220 (S220) as essential for human DAXX:ATRX and DAXX:H3.3 interactions, respectively [6, 16]. Alignment of DAXX protein sequences from different vertebrates demonstrates that these two amino acids are conserved (Fig. 1B, C), and the mouse analogs are Tyrosine 130 (Y130) and Serine 226 (S226). To confirm the role of Y130 and S226 in mediating the Daxx:Atrx interaction and Daxx:H3.3 interaction, we performed co-immunoprecipitation (co-IP) assays in 293 T cells overexpressing Daxx mutant proteins with a Myc tag. Alanine substitutions at each residue, Y130A and S226A, abolished the Daxx:ATRX and Daxx:H3.3 interactions, respectively (Fig. 1D, E, Fig. S1A, B). Additionally, Y130A only affects the Atrx interaction, while S226A only affects the H3.3 interaction (Fig. S2 and Fig. S1C).

**Fig. 1:**
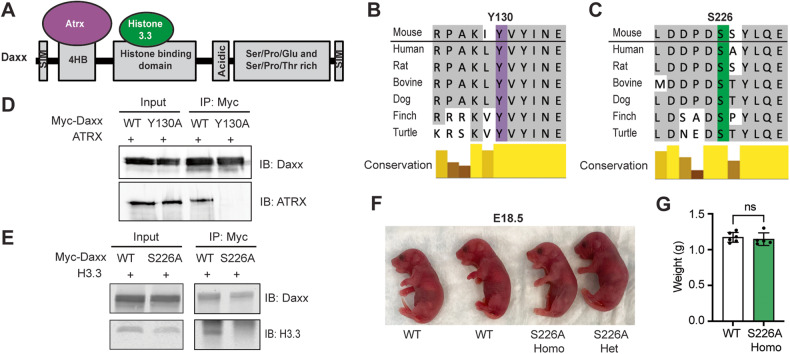
Generation and characterization of *Daxx*^*Y130A*^ and *Daxx*^*S226A*^ mice. **A** Schematic representation of different domains in Daxx protein with two interacting proteins, Atrx and H3.3. 4HB, 4 helix bundle. SIM, sumo-interacting motif. **B** Sequence alignment showing amino acid Tyrosine 130 is conserved between mouse and other vertebrate species. **C** Sequence alignment showing amino acid Serine 226 is conserved between mouse and vertebrate species. **D** Co-immunoprecipitation in 293 T cells overexpressing wild-type or Y130A mutant Daxx Myc-tag fusion protein. **E** Co-immunoprecipitation in 293 T cells overexpressing wild-type or S226A mutant Daxx Myc-tag fusion protein. **F** Picture of E18.5 embryos with different genotypes. WT, wild-type. S226A Homo, homozygous for *Daxx*^*S226A*^. S226A Het, heterozygous for *Daxx*^*S226A*^. **G** Average weight of E18.5 WT (*n* = 6) and S226A (*n* = 5) homozygous embryos (mean ± SD). ns not significant.

To study the significance of the Daxx:Atrx and Daxx:H3.3 interactions in vivo, we generated two *Daxx* knock-in mouse alleles using CRISPR/Cas9 technology, *Daxx*^*Y130A*^ and *Daxx*^*S226A*^ (Fig. S3A, B). Silent mutations were also introduced to prevent re-targeting by Cas9 after recombination. Sanger-sequencing identified biallelic and monoallelic targeting and homologous recombination in Y130A and S226A founder mice, respectively. The founder mice were backcrossed to wild-type C57BL/6J mice to confirm germline transmission in F1 mice. We performed Sanger-sequencing of progeny and confirmed germline transmission of the two mutant alleles. (Fig. S3C, D). Next, potential off-target sites were predicted through an established online tool (benchling.com) which calculates the specificity score [19]. We further prioritized sites either with a specificity score higher than 0.75 or presence on chromosome 17, where *Daxx* is located (Tables S1 and S2). All loci that met these criteria were confirmed to be wild-type by PCR amplification and Sanger Sequencing. To further reduce the possibility of carrying additional off-target cleavage events, F1 mice were backcrossed to wild-type C57BL/6J mice one more time. F2 mice were used in all subsequent experiments.

### Atrx interaction and histone chaperone function of Daxx is not essential for embryonic development

Daxx is essential for murine embryonic development. *Daxx*-null mice are embryonic-lethal around embryonic day (E) 6.5 [1]. The precise mechanisms underlying lethality are not known but are associated with an induction of apoptosis. To determine if the Atrx interaction is essential for embryonic development, we intercrossed heterozygous mutant mice (*Daxx*^*Y130A/+*^) and evaluated pups at weaning age on post-natal day (P) 21. *Daxx* ^*Y130A/Y130A*^ mice were viable and present at the expected Mendelian ratio (18/71, 25%) (Table 1). Moreover, *Daxx* ^*Y130A/Y130A*^ mice are fertile and indistinguishable from their wild-type littermate controls. These results indicated that the Daxx:Atrx interaction is not essential for embryonic development.

**Table 1:** The number of pups in different genotypes from *Daxx*^*Y130A/+*^ intercross at P21.

	P21	
Allele	Expected	Observed
*+/+*	17.75 (25%)	14 (20%)
*Y130A/+*	35.5 (50%)	39 (55%)
*Y130A/Y130A*	17.75 (25%)	18 (25%)
*P*-value		0.57

Chi-square tests were performed, and *P*-values were listed.

We next evaluated whether the Daxx:H3.3 interaction was similarly dispensable for embryonic development. Again, we intercrossed heterozygous mice (*Daxx*^*S226A/+*^*)* and evaluated the genotypes of progeny at weaning (P21). We observed only two *Daxx*^*S226A/S226A*^ pups (2/86, 2%), which was significantly fewer than the 25% expected based on the Mendelian ratio (*P* < 0.0001, Table 2). These results suggest the Daxx:H3.3 interaction is not required for embryonic development, but due to the significantly reduced number of homozygous mice observed, we next conducted timed matings and evaluated embryos at E18.5, just prior to birth. Of the 62 embryos examined, 13 (21%) were homozygous mutants, following the expected Mendelian inheritance ratio (Table 2). E18.5 *Daxx*^*S226A/S226A*^ embryos also did not exhibit gross defects and had similar weight compared to wild-type littermate controls (Fig. 1F and G). Moreover, no robust pathological defects were detected when H&E sections of whole-mount embryos were evaluated by our collaborating veterinary pathologist. To determine the timing of postnatal lethality, we followed 2 litters immediately following birth. One had 5 pups on P0 and 3 pups on P1. The two pups found dead were *Daxx*^*S226A/S226A*^ mutants. The second litter had 10 pups on P0 and 9 on P1, and again the pup that was found dead was a *Daxx*^*S226A/S226A*^ mutant. We sacrificed and genotyped all pups from both litters at P1 and found 3/4 (75%) of *Daxx*^*S226A/S226A*^ mice had died between P0 and P1. No heterozygous or wild-type mice had died in that same window, indicating the postnatal lethality of *Daxx*^*S226A/S226A*^ pups occurred in the early postnatal stage. Combined, these data indicated that *Daxx*^*S226A/S226A*^ pups are viable until birth, and the Daxx:H3.3 interaction is not required for early embryonic development but is essential for post-natal viability.

**Table 2:** The number of pups in different genotypes from *Daxx*^*S226A/+*^ intercross at E18.5 and P21.

	E18.5		P21	
Allele	Expected	Observed	Expected	Observed
*+/ +*	15.5 (25%)	21 (34%)	21.5 (25%)	30 (35%)
*S226A/+*	31 (50%)	28 (45%)	43 (50%)	54 (63%)
*S226A/S226A*	15.5 (25%)	13 (21%)	21.5 (25%)	2 (2%)
*P*-value		0.27		<0.0001

Chi-square tests were performed, and *P*-values were listed.

As both mutant mice survived to birth, we then conducted protein expression analysis for Daxx from mouse embryonic fibroblasts (MEFs) as well as E18.5 lung. We found there is an increase in Y130A protein expression compared with wild-type and a decrease in S226A, which is most robust from MEFs (Fig. S4 and Fig. S1D, E). The reduced protein levels of the S226A mutant are consistent with previous work suggesting that the interaction with H3.3 stabilizes Daxx protein [16].

### Skewed hematopoiesis toward myeloid differentiation is H3.3 dependent

As a part of a chromatin remodeling complex, DAXX has been shown to be a transcription repressor [20]. Our endogenous *Daxx*^*Y130A*^ and *Daxx*^*S226A*^ alleles provide unique tools to investigate how different components of the Daxx:Atrx:H3.3 axis contribute to transcriptional regulation. DAXX expression is relatively high in the fetal liver, brain, and heart based on the human proteome map [21], suggesting a more potent role of DAXX in transcriptional regulation in these tissues. Additionally, while the lung was not directly profiled in the human proteome map, lung defects have been frequently associated with post-natal lethal phenotypes [22]. Therefore, we prioritized E18.5 liver, brain, and lung for bulk transcriptional analysis through RNA-sequencing (RNA-seq). To minimize the potential variance caused by the different genders and litters, 4 wild types and 4 mutant E18.5 liver, brain, and lung samples (2 males and 2 females) were collected in a gender and litter-matched fashion for both *Daxx*^*Y130A/Y130A*^ and *Daxx*^*S226A/S226A*^ mutants (simplified as Y130A tissue or S226A tissue from now on) with each mutant individually compared with its wild-type littermates (Fig. 2A). 

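The liver, lung and brain RNA of these embryos gave 47 libraries in 12 groups, each of 1 tissue and 1 genotype, and the authors deposited the number of reads counted on each gene, without normalization. They had aligned the reads to the mouse genome (GRCm38) with STAR and counted them on annotated genes. Each of the 8 litters, 4 with S226A and 4 with Y130A embryos, gave 1 mutant and 1 wild-type library per tissue, apart from a wild-type lung of the Y130A litters that is not among the deposited counts. In 1 litter of the S226A set, the wild-type lung came from another embryo than the wild-type liver and brain, so that the libraries represent 17 embryos. In liver, the total count per library ranged from 18848084 to 26190403 in S226A (median 19344518), from 17462973 to 20833652 in its wild-type littermates (median 20070796), from 37920101 to 47533672 in Y130A (median 43316828) and from 38069327 to 54885020 in its wild-type littermates (median 42069536). In lung, the corresponding ranges were 18018978 to 21512763 (median 19581467), 15722147 to 18958006 (median 17771452), 36351738 to 49731811 (median 37171563) and 39504088 to 42222108 (median 41668826). In brain, they were 20318413 to 25051861 (median 21142775), 20364649 to 24415963 (median 21848861), 44523912 to 51066900 (median 46778239) and 46873728 to 53050330 (median 49434076). The median library of the Y130A litters thus held 2.19 times the count of the median library of the S226A litters, and the totals of the 2 sets did not overlap. Of the genes listed, 16892 passed edgeR's filterByExpr filter (minimum count 10, minimum total 15). A quasi-likelihood model with 1 coefficient per group was fitted to all 47 libraries with edgeR after TMM normalization, each mutant was compared with the wild-type libraries of its own litters, and p-values were adjusted over genes by the Benjamini-Hochberg method. For single genes, counts normalized to the geometric mean library size are given as mean ± SD, and the groups were also compared by a two-sided exact permutation test on log2(normalized count + 1), whose smallest p is 0.0286 for 4 libraries against 4 as well as for 4 against 3. These counts are of reads and not of identified molecules, so that limits derived from them cover counting error only.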

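Both alleles change codons of Daxx (ENSMUSG00000002307.15, chromosome 17, 33909414 to 33915590, plus strand) and leave the gene in place, and its transcript was counted in every library. Daxx had 1188 ± 115 normalized counts (SD, n = 4) in S226A liver and 1222 ± 194 in its wild-type littermates, 889 ± 71.1 and 862 ± 71.0 in lung, and 1103 ± 51.6 and 1103 ± 95.8 in brain. In the Y130A litters, it had 1152 ± 92.0 in mutant and 1138 ± 113 in wild-type liver, 957 ± 17.4 and 955 ± 80.9 in lung (n = 4 and 3), and 1157 ± 43.6 and 1256 ± 83.6 in brain. The log2 fold change of Daxx lay between -0.12 in Y130A brain and 0.04 in S226A lung, and the lowest adjusted p of the 6 comparisons was 0.857 (edgeR), so that no difference in Daxx RNA exceeded the spread between libraries. For Daxx and 7 genes of the proteins it acts with (Atrx, H3f3a, H3f3b, Hira, Hdac1, Setdb1 and Trim28), a list fixed beforehand, the number of DEGs was 0 in each of the 6 comparisons, with at most 1 gene per comparison at an unadjusted p below 0.05. Adjusted over the list alone, 0 of these genes had an adjusted p below 0.05. Counts of Y-linked genes separated males from females: their sum was at least 7422 normalized counts in males and at most 71.2 in females. By this measure, each group held 2 males and 2 females, except the wild-type lungs of the Y130A litters with 2 males and 1 female.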

After initial quality-control analysis, one wild-type lung sample (3069-6) was determined to be an outlier based on principal components analysis and heatmap for gene expression (Fig. S5A, B). This outlier was removed from further analysis.

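The deposited counts hold the other 3 wild-type lungs of the Y130A litters (litters 2848, 2851 and 2974), so the distance of the removed library from them was not analysed here. The wild-type liver and brain of the same embryo of litter 3069 were deposited and kept, with 38069327 counts in liver and 46873728 in brain. Each of these totals is the lowest of its group. Neither library was far from the other 3 of its group by Dixon's ratio in the values examined for that group. In brain, these were only the total, Daxx, Tmem267 and the neutrophil score, so that the check was narrow.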

**Fig. 2:**
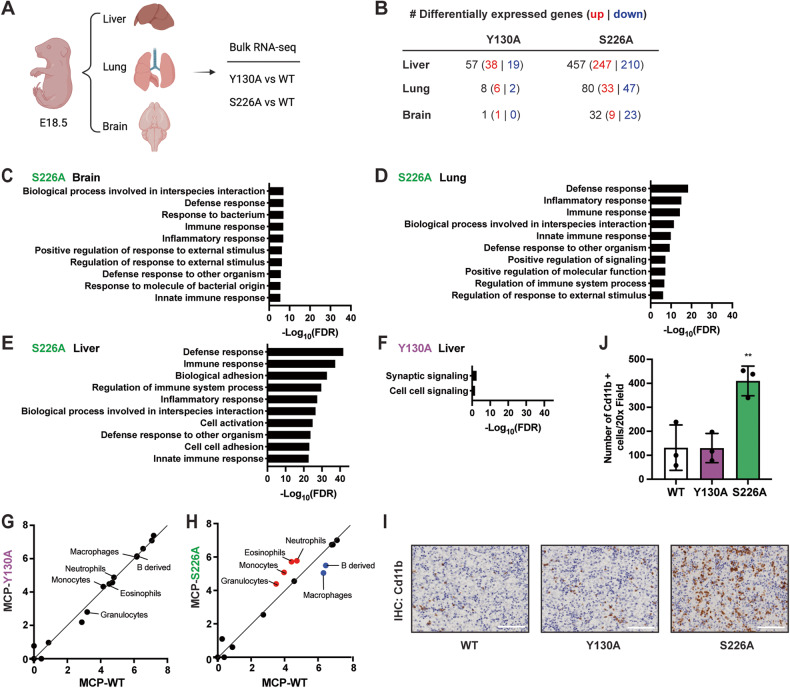
Skewed hematopoiesis towards myeloid differentiation is H3.3 dependent. **A** Schematic representation (created with biorender.com) of RNA-seq of livers, lungs, and brains from E18.5 embryos. **B** Table depicting the number of differentially expressed genes in different embryonic tissues of *Daxx*^*Y130A/Y130A*^ and *Daxx*^*S226A/S226A*^ mutants. **C**–**F** Top enriched pathways from GSEA analysis of gene ontology (GO):Biological Processes for DEGs in S226A brain, lung, and liver compared with wild-type controls, and Y130A liver compared with wild-type controls. **G** Scatter Plot for MCP counter in livers of *Daxx*^*Y130A/Y130A*^ and its wild-type littermate controls. **H** Scatter Plot for MCP counter in livers of *Daxx*^*S226A/S226A*^ and its wild-type littermate controls. **I** Representative immunohistochemistry (IHC) staining for Cd11b in the liver. Image magnification is 20×; scale bars, 50 μm. **J** Quantification of average Cd11b^+^ cell per 20× field (mean ± SD) in the livers (*n* = 3). **P < 0.01, one-way ANOVA.

To obtain the most robust transcriptional changes in coding genes upon Daxx mutation, stringent criteria (*P*_adj_ < 0.01, |fold change| (|FC|) > 2, log fold change standard error (lfcSE) < 1) were applied to the results of DESeq2 analysis. 

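In the edgeR fit, the standard error of a log2 fold change was taken as its absolute value divided by the square root of the quasi-likelihood F statistic, and the same 3 criteria were then applied. The criterion on the standard error had a small effect: without it, 380 genes passed in S226A liver, 53 in S226A lung and 18 in Y130A liver.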

The analysis revealed hundreds of differentially expressed genes (DEGs), with the brain having the least and the liver having the most changes (Fig. 2B and Table S3). 

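In S226A liver, 355 of the 16892 genes tested met these criteria (212 higher and 143 lower than in wild-type littermates), in S226A lung 51 (25 higher and 26 lower) and in S226A brain 21 (5 higher and 16 lower). Y130A liver had 13 DEGs, all higher, while Y130A lung and brain had 0, with 493 and 375 genes at an unadjusted p below 0.05. With the criteria kept, DESeq2 gave 457 DEGs in S226A liver, 80 in S226A lung and 32 in S226A brain, and 57, 8 and 2 in Y130A liver, lung and brain. A fit of only the libraries compared gave 264, 8 and 16 in the S226A tissues and 2, 0 and 0 in the Y130A tissues. With litter as replicate block, Y130A liver had 34 DEGs. That all DEGs of Y130A liver were higher depended on the fit. With DESeq2, 38 were higher and 19 lower, and with the block 27 were higher and 7 lower. With each library left out in turn, the count stayed between 303 and 350 in S226A liver and between 9 and 16 in Y130A liver. It ranged from 38 to 81 in S226A lung, the highest value without wild-type replicate 2, and from 13 to 19 in S226A brain, the lowest without wild-type replicate 2 or S226A replicate 4. In Y130A lung, it was 0 or, without wild-type replicate 1, 1. A stable count in S226A liver hides a change of genes. Wild-type replicate 2 and 1 Y130A liver held transcripts of squamous epithelium. Without both, an alternative chosen after the data were seen, 237 genes were higher and 122 lower in S226A liver. Of the 355 DEGs, 302 were among them. Every mutant library lay on one side of every wild-type library for 314 of the 355 DEGs in S226A liver, 51 of 51 in S226A lung, 21 of 21 in S226A brain and 12 of 13 in Y130A liver, which the selection of these genes for a difference favours. Among genes that were not selected, chance gives this separation for 2.86%.

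**Figure D1:**
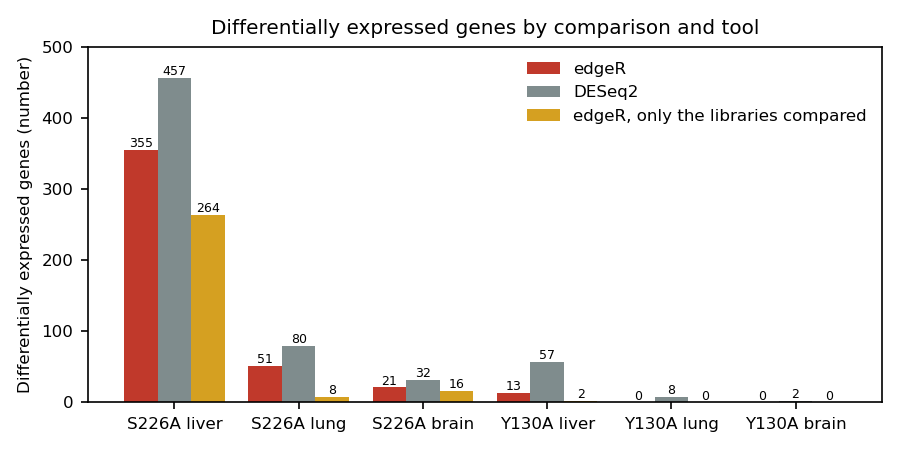
Number of differentially expressed genes under the stringent criteria in each comparison of mutant with wild-type littermates, from edgeR (red), DESeq2 (grey) and edgeR fitted to only the libraries compared (yellow). S226A liver has the most with each of the 3 fits, 355, 457 and 264.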

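Of the DEGs whose mutant and wild-type libraries did not overlap, those with the most negative log2 fold changes in S226A liver were Vsig4, Clec4f and Cd209f. Vsig4 (chromosome X, 96247203 to 96293438) had 470 ± 81.0 normalized counts in wild-type liver (SD, n = 4) and no read in any S226A liver, which makes it at least 88.3-fold lower. Clec4f (chromosome 6, 83644542 to 83656187) had 10.2 ± 8.07 in S226A and 3847 ± 769 in wild-type liver, a log2 fold change of -8.42 (standard error 0.39, adjusted p = 6.83e-20, edgeR). Cd209f was at least 24.6-fold lower in S226A liver, where no library had more than 2 of its reads. By the fitted log2 fold change, the largest positive ones were Togaram2 (4.18), Saxo2 (4.15) and Kirrel2 (3.91). Wild-type livers had at most 1 read of the first and of the second. The counts therefore secure only at least 3.26-fold for Togaram2 and at least 1.8-fold for Saxo2, and not their rank above Kirrel2. In S226A lung, the most negative by the fit were Pax5 (at least 3.88-fold lower), Siglecg (at least 11-fold lower) and Otx1 (log2 fold change -3.96, adjusted p = 0.00944). The largest positive ones there by the fit were Cebpe (at least 3.86-fold higher), H2-Q7 (3.08, adjusted p = 1.11e-06) and Hbb-y (3.03, adjusted p = 0.000308). Where only a bound is given, the rank is not secured. In 7 of the 8 fits that left out 1 library, the standard error of Vsig4 in liver and that of Marco in brain went past the limit, while their adjusted p stayed at or below 2.87e-09 and 2.92e-05 (edgeR). Cebpe in lung lost its call in 3 of these fits, Togaram2 in 2, and Saxo2, Cd209f and Pax5 in 1 each. The call for Otx1 was lost in 6 of them, and H2-Q7 lies near H2-Q6, a paralog whose reads the counting could have divided between the 2 genes. H2-Q6 was a DEG in S226A lung as well, at 74.1 ± 32.4 against 9.22 ± 6.9 normalized counts (n = 4 each). A shift of reads from 1 of them to the other thus does not explain the rise, but it may belong to either gene. In S226A brain, Marco, without a read in any wild-type brain, was at least 8.77-fold higher, Rasal3 at least 4.39-fold lower, Naip6 had a log2 fold change of -2.91 and Fcrls one of -2.29 (adjusted p = 7.27e-05 for each). Gm21887, at 4.22 in S226A brain (adjusted p = 0.00511), rested on few libraries: its adjusted p was 0.154 without S226A replicate 4. In Y130A liver, the largest were Cnpy1 at 4.96 (standard error 0.75, adjusted p = 0.00015), Kirrel2, and Car1 at 2.41 (standard error 0.27, adjusted p = 4.41e-07). Cnpy1 had 60.5 ± 10.3 against 1.79 ± 3.58 and Car1 5227 ± 729 against 984 ± 99.7 normalized counts (n = 4 each). The standard error of Cnpy1 went past its limit without wild-type replicate 4, the only wild-type liver of the Y130A litters with reads of it.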

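Whether a gene changed by a different amount in S226A than in Y130A tissue was tested by the interaction of mutation and set of litters in the same edgeR model (adjusted p below 0.01 and a difference of the log2 fold changes beyond 1, without the criterion on the standard error). In liver, 249 genes differed in this way, 110 with a higher and 139 with a lower log2 fold change in S226A, in lung 13 (4 higher and 9 lower) and in brain 8 (all lower). The balance in liver reversed without wild-type replicate 2 of the S226A litters (123 higher and 71 lower) or Y130A replicate 1 (103 and 76). It also reversed with only the libraries compared (110 and 48), while most other fits without 1 library kept more lower genes. Leaving out each library in turn gave 179 to 268 genes in liver, 8 to 18 in lung, where the lowest came without wild-type replicate 1 of the Y130A litters, and 3 to 7 in brain, the lowest without S226A replicate 3. In lung, litter as replicate block moved the count to 25. Since the Y130A set was sequenced more deeply, its libraries were also thinned at random to the median total of the S226A set, an alternative chosen after the totals were seen, and Y130A liver then had 11 DEGs and S226A liver 383. Wild-type libraries of the 2 sets of litters, compared with each other under the stringent criteria, differed in 70 genes in liver, 273 in lung and 17 in brain. Without wild-type replicate 2 of the S226A litters, the count for liver was 142, without wild-type replicate 4 of the Y130A litters it was 30, and for lung and brain it fell to 138 and 2 without wild-type replicate 4 of the S226A litters. For lung, it rose to 400 without wild-type replicate 2 of the S226A litters. For brain, the other fits without 1 library gave 5 to 8, apart from 20 without wild-type replicate 2 of the Y130A litters.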

Overall, there are many more DEGs in S226A tissues compared with the Y130A mutant (Fig. 2B), which correlates with *Daxx*^*S226A/S226A*^ embryos having a more severe post-natal phenotype than *Daxx*^*Y130A/Y130A*^ embryos. To further understand what biological processes were altered downstream of the two mutants, we employed Gene Set Enrichment Analysis (GSEA) of Gene Ontology Biological Process (GO:BP) [23, 24]. 

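The GO gene sets were not analysed here, and 6 Reactome pathways chosen beforehand took their place, tested with a one-sided Fisher's exact test against the genes that could have passed every criterion and adjusted over the 24 tests of 4 comparisons. Of these tests, 10 had an adjusted p below 0.05. The Immune System pathway held 42 of 352 matched DEGs in S226A liver (11.9%, against 5.23% of the 14332 genes that could have been called), with an adjusted p of 1.19e-05 in Fisher's exact test, and 8 of 51 in S226A lung (against 4.92% of the genes that could have been called, adjusted p = 0.011). In S226A brain it held 3 of 20 (15%, against 4.76%, adjusted p = 0.146), and the Innate Immune System pathway within it held the same number (against 2.93%, adjusted p = 0.047). Adaptive Immune System genes had an adjusted p of 0.00984 in S226A liver (19 genes) as well as in S226A lung (6 genes). Hemostasis genes had an adjusted p of 0.00646 in S226A liver (22 genes) and 0.0357 in S226A lung (5 genes) and brain (3 genes), and the Neuronal System pathway one of 0.011 in S226A liver (11 genes). Of the alternatives, testing higher and lower genes apart moved these results most, with an adjusted p below 0.05 in 2 of 18 tests for higher and 7 of 18 for lower genes.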

DEGs identified in S226A brain, lung, and liver were involved in defense response, immune response, and inflammatory response-related biological processes (Fig. 2C–E and Fig. S6). Given limited DEGs were identified in the Y130A brain and lung, GSEA analysis was only performed in the Y130A liver. DEGs identified in Y130A livers were only enriched in synaptic signaling and cell-cell signaling (Fig. 2F), and the limited pathway enrichment is likely due to the small number of DEGs. 

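For the 13 DEGs of Y130A liver, none of the 6 Reactome pathways had an adjusted p below 0.05 in Fisher's exact test. Transmission across Chemical Synapses, which lies within the Neuronal System pathway, held 1 of the 13 (7.69%, against 0.897% of the genes that could have been called, adjusted p = 0.19), and the Neuronal System itself 1 (adjusted p = 0.237). The Immune System pathway held 0 of the 13, where a share of 5.11% would give less than 1 gene.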

We also performed GSEA analysis using DEGs identified in a more standard criterion (*P*_adj_ < 0.05, no cutoff for fold-change) and found that the results for GO:BP terms are consistent with our previously performed analysis (Fig. S7). 

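With the standard criterion, 1972 genes passed in S226A liver (1037 higher and 935 lower), 317 in S226A lung, 41 in S226A brain and 46 in Y130A liver. The share of Immune System genes was then 8.47% in S226A liver, 8.54% in S226A lung and 20% in S226A brain, against 4.76% of all matched genes tested, and Fisher's exact test gave adjusted p-values of 7.15e-13, 0.00664 and 0.00174. In Y130A liver, 1 of 45 matched genes (2.22%) was in that pathway, and the lowest adjusted p of the 6 pathways was 0.137, for Transmission across Chemical Synapses with 2 genes.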

In summary, pathway analysis strongly implicates altered immune responses in all three S226A tissues profiled, suggesting that systemic changes in the immune system may be present in *Daxx*^*S226A/S226A*^ embryos.

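Among the immune genes that the paper names, Cx3cr1 (ENSMUSG00000052336.7, chromosome 9, 119901616 to 120069879) was a DEG in all 3 S226A tissues, with log2 fold changes of -2.21 in brain (standard error 0.20), -1.60 in liver (0.21) and -1.25 in lung (0.19). Csf1r (ENSMUSG00000024621.15) was lower in S226A brain, at 263 ± 37.1 against 757 ± 21.4 normalized counts (SD, n = 4 each), and in S226A lung, at 741 ± 67.6 against 1625 ± 43.2. In each case, no mutant library reached the lowest wild-type library (exact permutation test, p = 0.0286). Daxx lies on the chromosome of the major histocompatibility complex, and 7 of the 355 DEGs in S226A liver (1.97%) lay within 10 Mb of it, as did 2.29% of the genes tested (Fisher's exact test, one-sided, p = 0.706). In S226A lung, 3 of 51 DEGs lay there (p = 0.111 in the same exact test).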

We next investigated the effect of Daxx mutation on immune cell populations. Microenvironment cell populations-counter (MCP-counter) was used to quantify the abundance of immune cells from the bulk transcriptomic data in both Y130A and S226A mutants [25, 26]. Given that the fetal liver is the main organ of hematopoiesis starting around E11 [27], we first focused on the analysis in livers (Fig. 2G, H and Table S4). 

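The gene lists of MCP-counter were not analysed here, and 12 lists with 111 marker genes of blood and liver cells, fixed beforehand, were scored in their place. The score of a library is the mean over a list's genes of log2(CPM + 1), where CPM are TMM-scaled counts. No gene is on more than 1 list, and S100a8, S100a9 and Fpr2 of the neutrophil list as well as Csf1r and Axl of the macrophage list are also among the genes the paper shows for its pathways (Fig. S6). The neutrophil score was 7.92 ± 0.04 (SD, n = 4) in S226A liver and 6.69 ± 0.12 in wild-type littermates, a difference of 1.24, and with each library left out in turn the difference stayed between 1.19 and 1.28. The score of granulocyte precursors was higher in S226A liver by 1.48 and that of monocytes by 0.98, while the macrophage score fell by 2.13, from 6.03 ± 0.08 to 3.90 ± 0.22, and the B lineage score fell by 0.88, from 3.70 ± 0.13 to 2.83 ± 0.42. For these 5 lists, no S226A liver overlapped a wild-type liver (two-sided exact permutation test, p = 0.0286 for each). The eosinophil score was 1.17 ± 0.10 against 0.82 ± 0.27, a difference of 0.36 that did not exceed the spread (exact permutation test, p = 0.0857), and only 4 of its 7 genes had at least 10 counts in at least 4 of the livers compared. Over the 72 scores of 12 lists and 6 comparisons, 42 would have to lie below 0.05 for any exact p to stay there after Benjamini-Hochberg adjustment, and 14 did. The rotation test fry of limma, adjusted over the same 72 scores, therefore gave the adjusted p-values, which were 7.48e-09 for neutrophils, 4.21e-11 for granulocyte precursors, 6.22e-08 for monocytes, 1.09e-22 for macrophages, 9.26e-05 for the B lineage and 0.00274 for eosinophils in S226A liver. Of the alternatives, the pseudocount moved the eosinophil score most, to a difference of 0.82 with 0.1 in place of 1, and with only the 4 genes past that threshold the difference was 0.55 (exact permutation test, p = 0.0286). In Y130A liver, the score differences were 0.18 for neutrophils (exact permutation p = 0.0571), 0.12 for granulocyte precursors (p = 0.0857), 0.22 for monocytes (p = 0.0286), 0.25 for eosinophils (p = 0.286), -0.08 for macrophages (p = 0.143) and 0.02 for the B lineage (p = 0.971). The lowest adjusted p of these from fry was 0.278, and 0.105 with litter as block, both for eosinophils. Neutrophil, granulocyte precursor and monocyte scores were higher and the macrophage score lower in 4 of 4 litters, the directions of S226A liver. The eosinophil score kept its direction in 3 and the B lineage score in 2 of the 4 litters. For monocytes in Y130A liver, the call depended on the scoring, with a difference of 0.09 (exact permutation p = 0.6) when the median replaced the mean over the list.

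**Figure D2:**
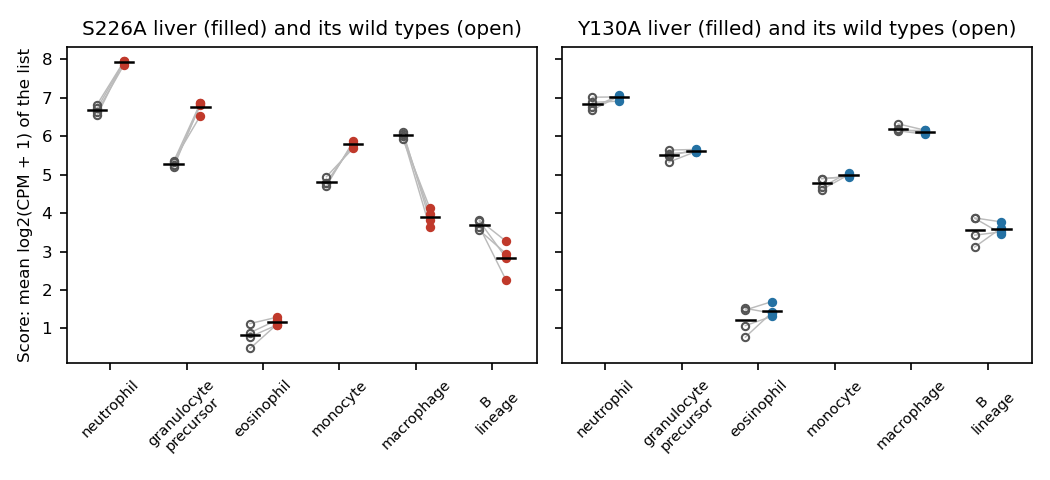
Scores of neutrophil, granulocyte precursor, eosinophil, monocyte, macrophage and B lineage genes, as mean log2(CPM + 1), in each liver of the S226A and Y130A litters, with lines joining littermates and bars at the group means. The 4 S226A livers lie apart from their wild-type littermates in all lists except that of eosinophils.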

The MCP-counter analysis revealed an increase in neutrophils, eosinophils, granulocytes, and monocytes and a decrease in B-derived cells and macrophages in the S226A liver, while these populations were not altered in the Y130A liver (Fig. 2G, H). We further investigated this result using immunohistochemistry staining (IHC) for Cd11b in embryonic livers. Cd11b is widely used as a neutrophil marker, although it is also expressed in other immune cells in the myeloid lineage [28, 29]. A significant increase of Cd11b positive cells was observed in the S226A liver compared to the wild-type or Y130A liver (Fig. 2I, J). These data are consistent with recent studies evaluating the role of Daxx and H3.3 in hematopoiesis, where the loss of H3.3 or Daxx caused an accumulation of neutrophils at the expense of B cells [17, 18]. Remarkably, our data suggest the important role of Daxx in maintaining normal hematopoiesis is Atrx-independent, as these changes are not present in Y130A embryos. Additionally, we performed the MCP-counter analysis in the fetal brain and lung (Fig. S8 and Table S4). 

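Whether the score differences in S226A liver exceeded those in Y130A liver was tested directly, by permuting the genotype labels within each set of litters (two-sided exact permutation test over 4900 labelings). It was also tested by fry on the interaction, adjusted over the 36 tests of 12 lists and 3 tissues. The difference between wild type and mutant was larger in S226A by 1.06 for neutrophils (exact permutation p = 0.0282, adjusted p = 5.08e-05 with fry), by 1.36 for granulocyte precursors (p = 0.0278, adjusted 3.3e-07) and by 0.76 for monocytes (p = 0.0327, adjusted 0.000163). It was more negative in S226A by -2.05 for macrophages (exact permutation p = 0.0269, adjusted p = 1.8e-18 with fry) and by -0.90 for the B lineage (p = 0.029, adjusted 0.00205). For eosinophils, unlike for these 5 lists, it differed between the mutants by only 0.11 (exact permutation p = 0.715, adjusted p = 0.28 with fry). Benjamini-Hochberg adjustment of the exact p-values themselves gave 0.154 for each of these 5 lists. The exact test also set apart the erythroid score (-0.31, p = 0.0343, adjusted 0.154) and the hepatocyte score (-0.22, p = 0.0441, adjusted 0.176). Their adjusted p with fry was 0.561 and 0.775. As the changes in S226A liver were not found in Y130A embryos, whose Daxx does not bind Atrx, the paper proposes that the role of Daxx in hematopoiesis does not depend on Atrx.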

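In S226A brain, the microglia score fell by 0.84, from 2.59 ± 0.13 (SD, n = 4) in wild-type littermates to 1.75 ± 0.09, and the macrophage score fell by 0.35, from 2.62 ± 0.01 to 2.27 ± 0.09, without overlap between the groups. The exact permutation p was 0.0286 for both lists and the adjusted p 2.17e-10 and 9.77e-05 with fry. The neutrophil score was 0.89 ± 0.21 in S226A and 0.57 ± 0.09 in wild-type brain (exact permutation p = 0.0286, adjusted p = 0.00361 with fry), and 7 of the 14 genes on that list had at least 10 counts in at least 4 of the brains compared. With the median over the neutrophil list in place of the mean, the difference was 0.30 and the groups overlapped (exact permutation p = 0.114). In Y130A brain, the differences were 0.03 for neutrophils, -0.02 for macrophages and -0.05 for microglia, and no list had an exact permutation p below 0.371. The difference between mutants in brain was 0.29 for neutrophils (exact permutation p = 0.098 over 4900 labelings, adjusted p = 0.0697 with fry). A rise of neutrophil genes in brain that is specific to S226A was thus not established. With the median over the list, the microglia score fell by 0.18 and the B lineage score rose by 0.05 in Y130A brain (exact permutation p = 0.0286 for each).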

No robust changes in immune cell abundance were observed in the brain except for the increase of neutrophils in the S226A brain. Changes in the S226A lung were generally consistent with what was identified in the S226A liver, although tissue and mutant-specific changes were also noted, such as reduced neutrophils in the Y130A lung. 

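In S226A lung, the neutrophil score was 3.53 ± 0.17 (SD, n = 4) against 2.63 ± 0.26 in wild-type littermates, a difference of 0.91 (exact permutation p = 0.0286, adjusted p = 7.24e-06 with fry). The score of the microglia list fell by 0.33 (exact permutation p = 0.0286, adjusted p = 0.00147 with fry), and 5 of its 9 genes had at least 10 counts in at least 4 of the lungs compared. This depended on the scoring, with -0.22 for the median over the list (exact permutation p = 0.4) and -0.35 without TMM (p = 0.0571). The macrophage score fell by 0.19, a difference within the spread of the libraries (exact permutation p = 0.171), though fry, which weighs each gene, gave an adjusted p of 0.00176. Monocyte, granulocyte precursor and B lineage scores differed by 0.25, 0.22 and -0.16 (exact permutation p = 0.314, 0.114 and 0.571), but with the median over the list the monocyte score was higher by 0.80 (p = 0.0286). None of the 7 eosinophil genes had at least 10 counts in at least 4 of these lungs. In Y130A lung, the neutrophil score was 2.59 ± 0.24 (n = 4) against 2.46 ± 0.12 (n = 3), a difference of 0.13 (exact permutation p = 0.4), and the mutant was the higher in 2 of 3 pairs of littermates. No list had an exact permutation p below 0.314 in Y130A lung. The difference between mutants in lung was 0.77 for neutrophils (exact permutation p = 0.0494 over 2450 labelings, adjusted p = 0.00608 with fry).

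**Figure D3:**
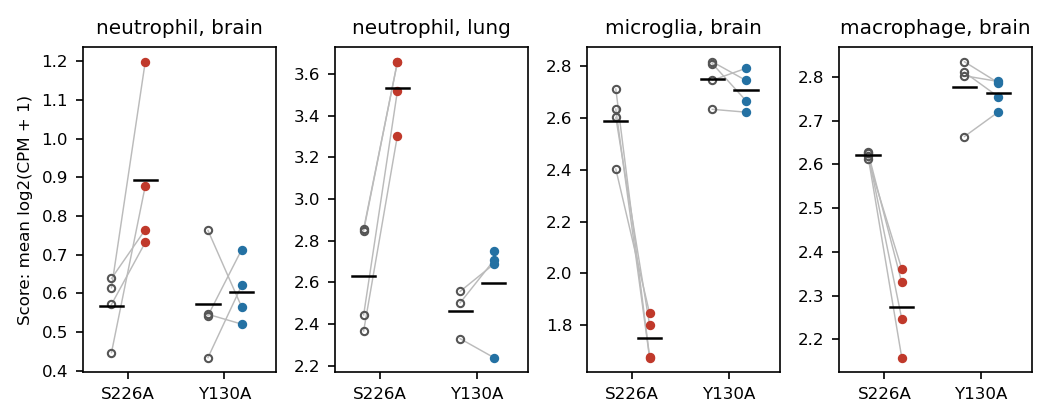
Scores, as mean log2(CPM + 1), of neutrophil genes in brain and lung and of microglia and macrophage genes in brain, for each library of the S226A and Y130A litters (open, wild type and filled, mutant), with lines joining littermates and bars at the group means. In S226A brain, the microglia score fell by 0.84 and the neutrophil score rose, without overlap between the groups.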

Future work is needed to comprehensively validate and understand these changes.

### ERVs are de-repressed in *Daxx*^*Y130A/Y130A*^ and *Daxx*^*S226A/S226A*^ embryonic tissues

In addition to its role in transcriptional repression, Daxx has been implicated as an important protein for the repression of endogenous retroviral (ERV) loci in murine embryonic stem cells [12, 13, 16]. Our recent studies also demonstrated that *Daxx* loss from the mouse pancreas causes de-repression of ERV loci and is associated with increased expression of nearby single-copy genes [14]. To investigate the effects of Y130A and S226A mutants on the expression of transposable elements (TEs) (Fig. 2A), we interrogated the transcriptome data using our previously published methods [14]. Briefly, a list of mouse-specific TEs from Dfam [30] was assembled to map RNA-sequencing reads to obtain a global (not locus-specific) quantification of TE expression. We found that the expression of a subset of ERVs (4, 2, and 3 differentially expressed ERVs identified in the Y130A brain, lung, and liver, respectively; 1, 2, and 1 differentially expressed ERVs identified in the S226A brain, lung, and liver, respectively) was significantly increased in both mutants with adjusted *P*-value < 0.01 (Fig. 3A, B and Table S5) while the expression of long interspersed nuclear elements and short interspersed nuclear elements (LINE & SINE) is not upregulated (Fig. 3C, D). Although some of the LINE & SINE elements were identified as significantly downregulated by the analysis in S226A lung, further interrogation revealed that they were likely driven by variability in the wild-type samples and a possible outlier (Fig. S9A). Moreover, removing this sample does not affect the differentially expressed ERVs identified in the S226A lung (Fig. S9B). Next, we evaluated if there is a preference towards ERV classification in the upregulated ERVs. The de-repressed ERVs in the two mutants belong to ERV1 and ERV2 classes, consistent with previous literature [12]. Moreover, *MMERGLN-int* had increased expression in all three embryonic tissues from both mutants (Fig. 3E). Notably, the extent of upregulation of *MMERGLN-int* was consistent between the two mutants, suggesting that the Daxx:Atrx and Daxx:H3.3 interactions are similarly required for ERV regulation. Moreover, these data suggest that ERV dysregulation is insufficient to explain the early lethality and hematopoietic phenotypes of S226A mice. Combined, these data further validate the function of Daxx in suppressing ERV expression and indicate that this is dependent on both the Daxx:Atrx interaction and Daxx:H3.3 interaction in vivo.

**Fig. 3:**
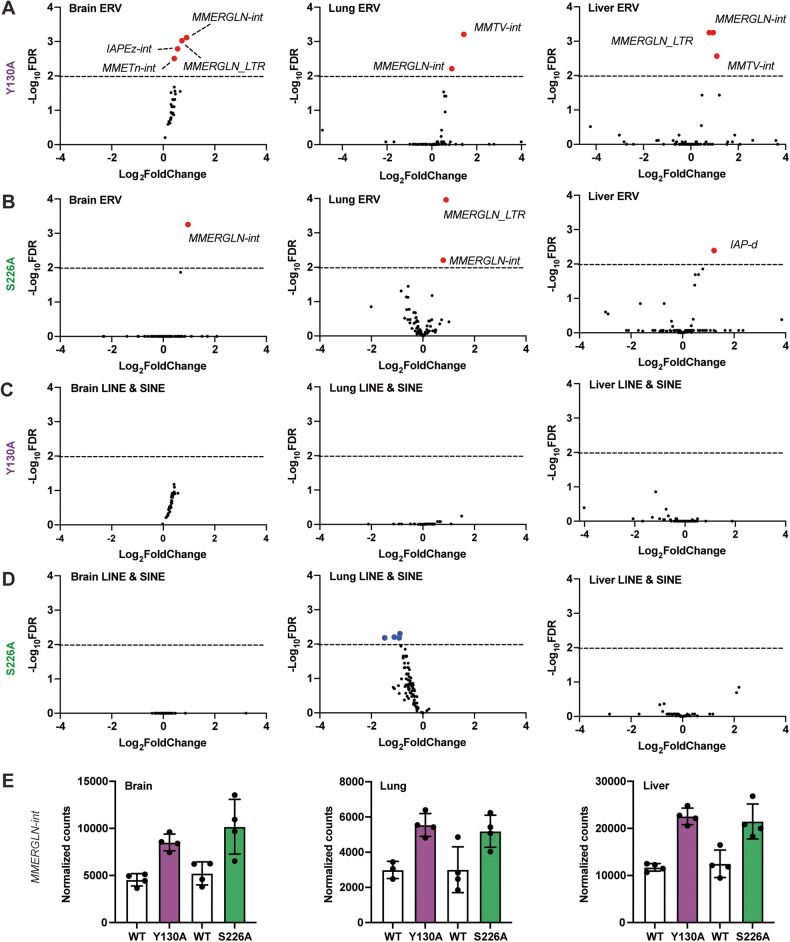
ERVs are de-repressed in *Daxx*^*Y130A/Y130A*^ and *Daxx*^*S226A/S226A*^ embryonic tissues. **A** Expression of ERVs in the brain, lung, and liver of Y130A mutant. Data points in red reflect increased expression with a *P*_adj_ < 0.01. **B** Expression of ERVs in brain, lung, and liver of S226A mutant. Data points in red reflect increased expression with a *P*_adj_ < 0.01. **C** Expression of LINE & SINE in brain, lung, and liver of Y130A mutant. **D** Expression of LINE & SINE in brain, lung, and liver of S226A mutant. Data points in blue reflect decreased expression with a *P*_adj_ < 0.01. **E** Average normalized counts for *MMERGLN-int* in brain, lung, and liver samples (mean ± SD).

### Common upregulated genes identified in *Daxx*^*Y130A/Y130A*^ and *Daxx*^*S226A/S226A*^ are associated with ERVs

ERV dysregulation is associated with changes in the expression of nearby single-copy genes, potentially due to de-repressed ERVs providing *cis*-regulatory elements [12, 14]. Given that ERV dysregulation was observed in embryonic tissues of both mutants, we next investigated the relationship between the de-repression of ERVs and transcriptional changes in adjacent genes. We focused on the shared up-regulated genes between Y130A and S226A. While there is only 1 shared upregulated gene in the brain and lung, 11 upregulated genes were shared in the liver (Fig. 4A–C). 

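Among the 212 genes higher in S226A liver and the 13 higher in Y130A liver by the stringent criteria, 8 were shared: Aplp1, Atp1b3, Car1, Csmd3, Gria4, Kirrel2, Pcdh11x and Tmem267. Chance would give 0.19 shared genes among the 14473 that could have passed in both mutants (one-sided exact hypergeometric test, p = 2.24e-12). The number of shared genes fell furthest, to 2 (Atp1b3 and Car1), when only the libraries compared were fitted, and DESeq2 gave 11, the genes of the paper (Fig. 4C). With each library left out in turn, it ranged from 6 without wild-type replicate 3 of the Y130A litters to 9 without wild-type replicate 2 of the S226A litters. Of the 11 genes that the paper lists, 9 passed in S226A liver and 7 in Y130A liver, and adjusted over the list alone all 11 had an adjusted p below 0.05 in each, which is not independent evidence, since the list was chosen on these samples. In lung and brain, 0 genes were shared, as no gene passed the stringent criteria in Y130A lung or brain, and DESeq2 gave 1 in each, Tmem267.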

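No gene passed the stringent criteria as lower in both mutants in liver, lung or brain, where the Y130A tissues had 0 lower genes. With litter as replicate block, 1 gene was shared in liver, Pacsin1, and with DESeq2 3 genes, Begain, Pacsin1 and Unc13c.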

For comparison, there is no or limited number of shared downregulated genes between Y130A and S226A across the three tissues (Fig. S10A). Interestingly, one gene, *Tmem267*, is upregulated in all three tissues from both mutants (Fig. 4D). Moreover, the extent of upregulation (approximately fivefold) was consistent between the two mutants. 

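Tmem267 (ENSMUSG00000074634.12, chromosome 13, 119488039 to 119611059, plus strand, GRCm38) encodes a transmembrane protein. It had 319 ± 101 normalized counts (SD, n = 4) in S226A liver and 66.3 ± 26.4 in wild-type littermates, 328 ± 98.1 and 72.5 ± 27.4 in lung, and 860 ± 212 and 169 ± 34.3 in brain. In the Y130A litters, it had 343 ± 48.3 and 66.0 ± 44.8 in liver, 327 ± 21.5 and 55.0 ± 43.6 in lung (n = 4 and 3), and 870 ± 145 and 165 ± 79.5 in brain. Every mutant library lay above every wild-type library in each of the 6 comparisons (exact permutation test, p = 0.0286). The adjusted p from edgeR was 0.000492, 0.00332 and 0.00119 in S226A liver, lung and brain and 0.00226, 0.0249 and 0.0101 in Y130A liver, lung and brain. Tmem267 was thus a DEG by the stringent criteria in 4 of the 6 comparisons, and DESeq2 called it in Y130A brain (log2 fold change 2.41) and lung (2.59) as well. Its call was lost in S226A brain without wild-type replicate 2 (2.21), and in S226A lung without wild-type replicate 3 (2.06), S226A replicate 3 (2.01) or S226A replicate 4 (2.13). It was also lost in Y130A liver without wild-type replicate 1 (2.05) or 3 (2.23). In wild-type embryos the level varied with the embryo, since the log2 normalized counts in brain and liver of the same embryo rose together (Pearson's r = 0.913, exact permutation p = 0.00181, and Spearman's rho = 0.952, exact permutation p = 0.00114, n = 8 embryos). Without the 2 embryos farthest from the median in brain, r was 0.963. In mutant embryos, r was 0.94 and rho 0.976 (n = 8, exact permutation p = 0.000843 and 0.000397, and 0.00169 and 0.000794 after adjustment over these 2 relations), and r was 0.857 without the 2 farthest. The wild-type relation held with the mean of each set of litters removed (r = 0.911).

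**Figure D4:**
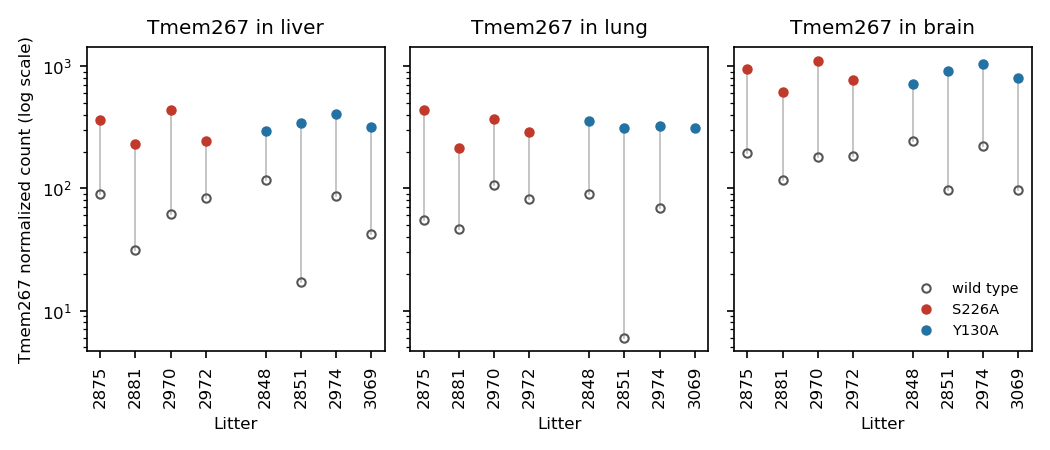
Normalized counts of Tmem267 on a log axis in wild-type (open) and mutant (filled) libraries of each litter, for liver, lung and brain. The mutant lies above its wild-type littermate wherever both were sequenced.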

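The log2 fold change of Tmem267 was 2.26 in S226A liver (standard error 0.46), 2.18 in S226A lung (0.44) and 2.35 in S226A brain (0.41), against 2.38 (0.43), 2.57 (0.47) and 2.40 (0.40) in Y130A liver, lung and brain. The differences between mutants, S226A minus Y130A, were -0.12 in liver (standard error 0.62), -0.39 in lung (0.62) and -0.05 in brain (0.55), with unadjusted p-values of 0.847, 0.539 and 0.927 for the interaction in edgeR. Standard errors of this size leave a difference between the mutants open, also one larger than they are.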

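Expression of the neighbours of Tmem267 was examined within 500 kb, a comparison chosen after the values were seen. For each of the 10 genes with enough counts, the log2 ratio of mutant to wild type within each of the 8 litters, averaged over the tissues, was tested by flipping signs (two-sided exact permutation test, smallest p 0.00781). Tmem267 was higher in the mutant in 8 of 8 litters by a mean of 2.53 (exact p = 0.00781, adjusted p = 0.039). So was Ccl28 (chromosome 13, 119623819 to 119654359, plus strand), by 2.30 (exact p = 0.00781, adjusted p = 0.039), although its counts ranged from 0 to 383 with a median of 28. In brain, Ccl28 had 180 ± 11.1 normalized counts in S226A and 43.5 ± 12.3 in wild type (SD, n = 4 each), and 190 ± 15.6 in Y130A against 44.0 ± 24.6. In liver, it had few counts, 11.8 ± 8.08 against 6.97 ± 8.42 in the S226A litters and 7.38 ± 6.00 against 0.45 ± 0.90 in the Y130A litters, and in lung 57.6 ± 13.8 against 16.1 ± 21.5 and 35.1 ± 10.5 against 7.17 ± 6.48 (n = 4 and 3). The adjusted p of Ccl28 from edgeR was at least 0.196 in the 6 comparisons, and no single tissue made it a DEG. Gm21188 and 4833420G17Rik were higher in 7 of 8 litters, by 1.29 and 0.13 (exact p = 0.0156 and adjusted p = 0.039 for each), and 3110070M22Rik by 1.04 (exact p = 0.0469, adjusted p = 0.0938). Nnt, which lies upstream of Tmem267 (119335448 to 119408997, minus strand), rose by 0.12 (exact p = 0.0781, adjusted p = 0.13), and the other genes had mean ratios from 0.02 to 0.36 (adjusted p of at least 0.136). Table S6 lists an ERV of 15620 bp in 7 parts at 119658564 to 119674183, which lies 47505 bp from the annotated end of Tmem267 and past the end of Ccl28.

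**Figure D5:**
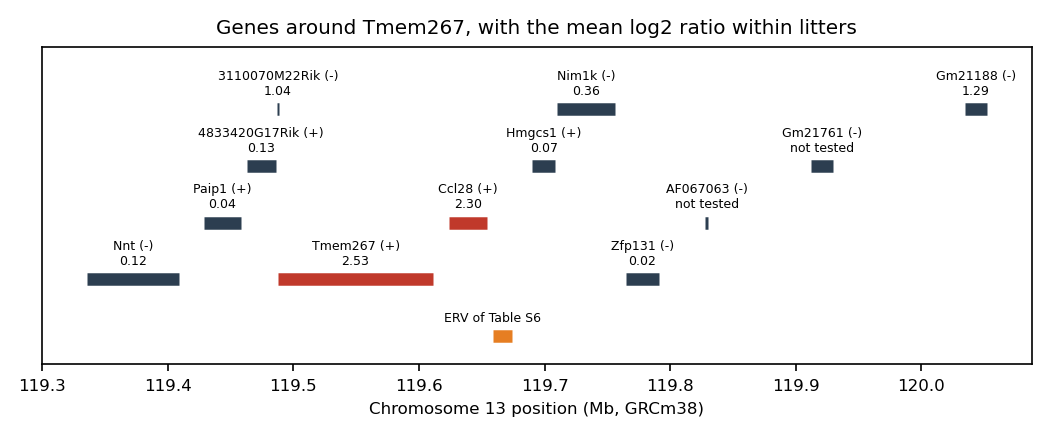
Mean log2 ratio of mutant to wild type within litters for the genes within 500 kb of Tmem267 by their position on chromosome 13, with the ERV that the paper lists for the locus. Tmem267 (2.53) and Ccl28 (2.30), which lie between Nnt and the ERV, have the highest ratios.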

*Tmem267* is located at the end of chromosome 13 (qD2.3), and its dysregulation could be due to the nearby ERV, which contains the LTR sequences *RLTR10C and IAPEY4_LTR*, as well as *MMERVK10C-int* and *IAPEY4_I-int* sequences (48 kilobases away) (Fig. 4E).

**Fig. 4:**
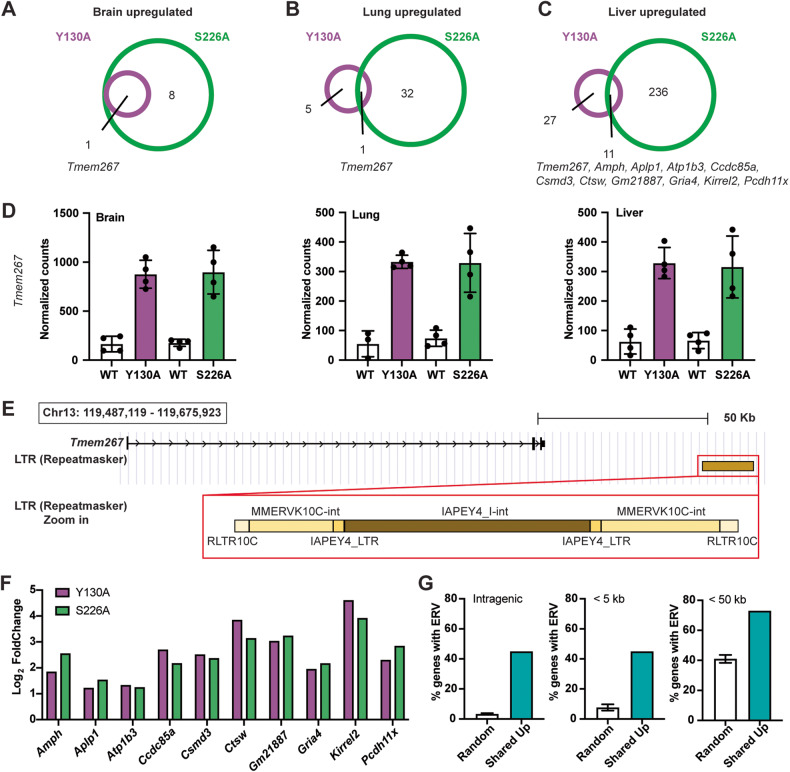
Common up-regulated genes identified in *Daxx*^*Y130A/Y130A*^ and *Daxx*^*S226A/S226A*^ are associated with ERVs. **A**–**C** Venn diagrams of the numbers of upregulated DEGs in brain, lung, and liver of Y130A and S226A tissues compared with wild-type controls. **D** Average normalized counts of *Tmem267* in brain, lung, and liver (mean ± SD). **E** Schematic representation of the genomic locus of *Tmem267* and adjacent ERVs with a zoom-in view. **F** Expression changes of ten common upregulated DEGs in livers of Y130A and S226A. **G** Percentage of shared DEGs with associated ERVs, compared with three randomly generated gene lists (mean ± SD) [14].

Next, we investigated the remaining 10 common up-regulated genes, *namely Amph, Aplp1, Atp1b3, Ccdc85a, Csmd3, Ctsw, Gm21887, Gria4, Kirrel2, Pcdh11x*. 

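Atp1b3 (chromosome 9, 96332655 to 96364442) had 3853 ± 561 normalized counts in S226A and 1622 ± 251 in wild-type liver (SD, n = 4 each), with a log2 fold change of 1.25 (standard error 0.10, adjusted p = 4.32e-12, edgeR). In Y130A liver, Atp1b3 had 4569 ± 216 against 1845 ± 225 and a log2 fold change of 1.31 (standard error 0.10, adjusted p = 8.71e-12, edgeR). Kirrel2 (chromosome 7, 30447534 to 30457690) had the largest change of the DEGs among them, 3.91 in S226A (standard error 0.73, adjusted p = 0.000205) and 4.57 in Y130A liver (0.74, adjusted p = 0.000677). Aplp1, 1999 bp from it, had 1.54 (adjusted p = 4.95e-08) and 1.20 (adjusted p = 3.12e-05). Gria4 had log2 fold changes of 2.16 and 1.92 (adjusted p = 1.79e-05 and 1.11e-05) and Pcdh11x 2.82 and 2.26 (adjusted p = 2.81e-06 and 0.000213). Csmd3 had 2.36 and 2.50 (adjusted p = 0.00834 and 0.00257), and its call was lost in 5 of the 8 fits that left out 1 library in each mutant. With litter as replicate block, 7 genes were shared in liver and Csmd3 was not among them. Ccdc85a (2.17, adjusted p = 0.00367) and Gm21887 (3.21, adjusted p = 0.00781) were DEGs in S226A liver alone, and their adjusted p in Y130A liver was 0.0701 and 0.0623 (edgeR). Their calls in S226A liver were lost in 3 and 7 of the 8 fits that left out 1 library. Gm21887 belongs to a family of similar sequences, so that its reads may have been divided among paralogs. Amph and Ctsw were not DEGs by these criteria: Amph had 2.51 in S226A (adjusted p = 0.019) and 1.81 in Y130A liver (adjusted p = 0.03), and Ctsw 3.11 in S226A liver (adjusted p = 0.0103). Amph was called in Y130A liver without wild-type replicate 1 (3.13) or Y130A replicate 3 (2.03), and Ctsw in S226A liver without S226A replicate 4 (3.41). In Y130A liver, Ctsw had 12.7 ± 3.88 normalized counts and at most 3 reads in any wild-type library, which makes it at least 4.55-fold higher (adjusted p = 0.0701). The mutant and wild-type livers overlapped for Amph and Ccdc85a in both mutants, for Csmd3 in Y130A and for Ctsw in S226A.

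**Figure D6:**
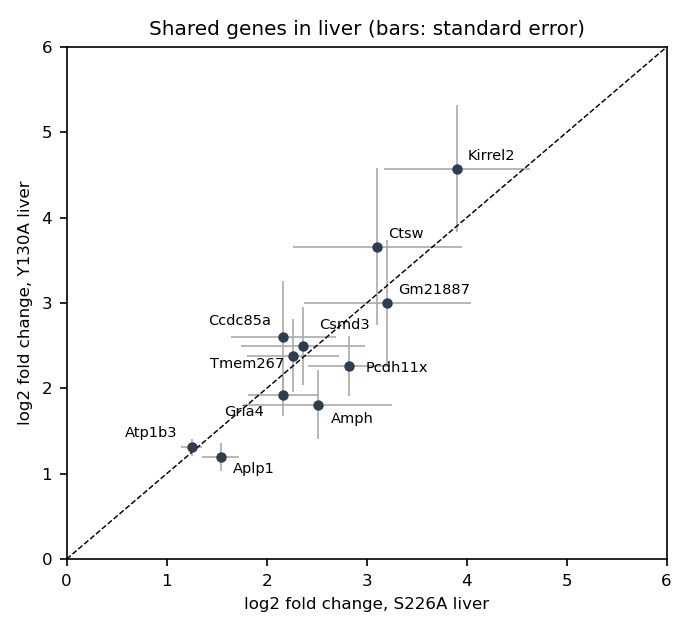
Log2 fold change in S226A liver against that in Y130A liver for the 11 genes that the paper lists as shared, with bars for the standard errors and a line at equal change. Wild-type Y130A livers had at most 3 reads of Ctsw, and its change there is at least 4.55-fold.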

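For Amph, Aplp1, Atp1b3, Ccdc85a, Csmd3, Ctsw, Gm21887, Gria4, Kirrel2 and Pcdh11x, the difference of the log2 fold changes, S226A minus Y130A, ranged from -0.67 for Kirrel2 to 0.70 for Amph. None had an adjusted p below 0.05 for the interaction in edgeR, over all genes or adjusted over the list alone (at least 0.911). The standard error of these differences ran from 0.14 for Atp1b3 to 1.13 for Ctsw, so that the precision differed widely among the genes. For Atp1b3, the difference was -0.06, and for Aplp1 it was 0.34 with a standard error of 0.25.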

Similar to *Tmem267*, the extent of upregulation in these genes was consistent between the two mutants (Fig. 4F and Fig. S10B). We manually annotated all ERVs with the following criteria: more than 1 kilobase in size with retention of internal sequence up to 50 kilobase from each of the 10 genes (Table S6). 

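Of the 11 shared genes, 8 (72.7%) have an ERV in the paper's annotation, and Atp1b3, Gm21887 and Ctsw (27.3%) have none. Measured from the nearer gene end of the annotation, the ERVs outside genes lie 11028 bp from Ccdc85a, 37459 bp from Kirrel2, 42549 bp from Aplp1, 47505 bp from Tmem267 and 50471 bp from Gria4. The randomly generated gene sets were not analysed here.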

The proportion of genes with annotated ERVs (73%) was much higher compared to randomly generated gene sets (41%) previously published [14] (Fig. 4G). Strikingly, intragenic ERVs (ERVs located within single-copy genes) were present in 45% of the genes differentially expressed in both Y130A and S226A mutants compared with only 3% of the genes in the randomly generated gene sets (Fig. 4G). Together, these data indicated that common up-regulated genes identified in the two mutants are associated with dysregulation of ERVs.

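The genes with an ERV inside their bounds are Gria4, Pcdh11x, Amph, Csmd3 and Ccdc85a, 5 of 11 (45.5%). Csmd3, which spans 47580637 to 48792063 of chromosome 15, holds 2 of them, of 2788 and 2278 bp. The ERVs inside Gria4 (chromosome 9, 4491286 to 4498458) and Amph (chromosome 13, 18993872 to 19001078) are IAPEz elements of 7173 and 7207 bp. That inside Pcdh11x (chromosome X, 120683807 to 120686346) is an ORR1A2 element of 2540 bp, and the one inside Ccdc85a (chromosome 11, 28425005 to 28431132) a RodERV21 element of 6128 bp. None of them overlaps an exon, with 0 bp in common, so that all lie in introns.

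**Figure D7:**
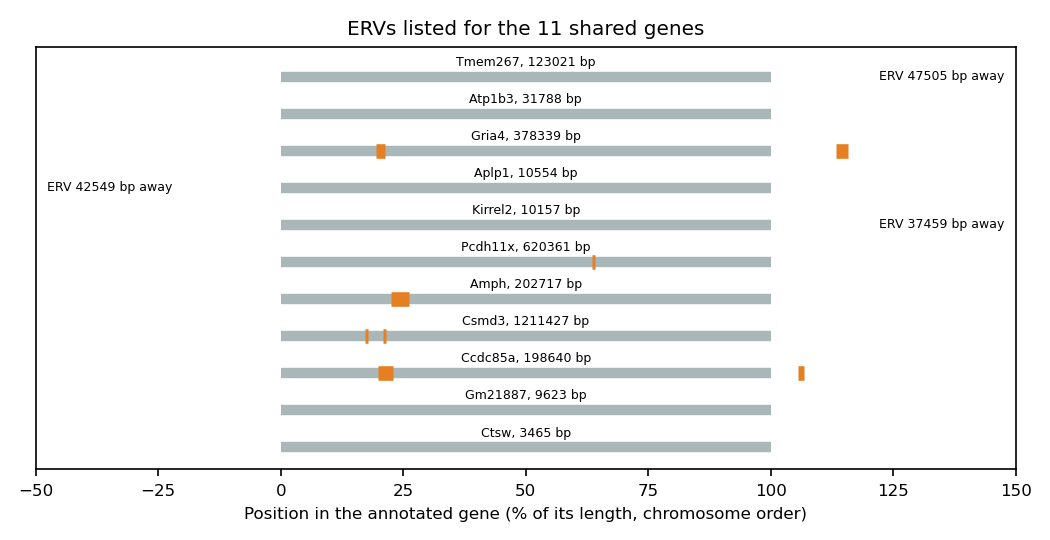
Position of each ERV of the paper's annotation relative to the gene it is listed for, with each gene drawn to the same length, in chromosome order. The 6 ERVs inside genes belong to Gria4, Pcdh11x, Amph, Csmd3 (2 of them) and Ccdc85a.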

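The files hold counts of annotated genes and none of transposable elements, so that the expression of these ERVs was not analysed here. From the shared higher genes in liver, their similar extent of change in both mutants and the share of them with an ERV nearby or inside, compared with its random gene sets (Fig. 4G), the paper concludes that the common higher genes are associated with dysregulation of ERVs.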

## Discussion

Daxx is an essential gene with several reported functions and protein interactions. One of the most robust *Daxx*-dependent phenotypes in vivo is the early lethality of Daxx-null mouse embryos. Loss of Daxx results in embryonic lethality by E6.5 with extensive apoptosis, indicating Daxx is essential for embryonic development [1]. Here, our two *Daxx* knock-in alleles, *Daxx*^*Y130A*^ and *Daxx*^*S226A*^, provide insights into Daxx’s functions in this important process. We found that the Daxx:Atrx interaction and Daxx:H3.3 interaction is dispensable for embryonic development as homozygous mutant embryos (*Daxx*^*Y130A/Y130A*^ or *Daxx*^*S226/S226A*^) are observed at E18.5 at the expected Mendelian ratio. However, the two mutants manifested different phenotypes in postnatal development. *Daxx*^*Y130A/Y130A*^ mice are viable and fertile, while no *Daxx*^*S226/S226A*^ mouse is observed at weaning, indicating Daxx:H3.3 interaction is essential for postnatal viability. These mutants were generated based on robust biochemical characterizations [6, 16], and our Co-IP analysis demonstrates a clear loss of protein:protein interactions; however, it remains possible that the less severe phenotype with Y130A may be partly due to an incomplete abolishment of Atrx interactions as a faint ATRX band can be detected in some Co-IP replicates (Fig. S2).

This result is striking in two ways. First, the histone chaperone function of Daxx is not essential for early embryonic development. It is possible that the histone chaperone function of Hira is more important or compensating for the loss of histone chaperone function in Daxx during embryonic development. Second, interaction with Atrx is also not essential for early development. These data suggest other functions of Daxx (and other functional domains of Daxx) are essential for early embryonic development. The SUMO-interacting motif (SIM) at the carboxyl-terminal of Daxx is crucial for its nuclear localization to PML bodies [31] and is a site of many other protein:protein interactions. Recent work also demonstrates that DAXX binds to misfolded proteins and facilitates the refolding process. The poly-Asp/Glu (polyD/E) region in DAXX is necessary for protein-folding activities [9]. These two domains of DAXX could potentially be crucial for early embryonic development. New Daxx mutant alleles with deletions of these domains will provide further insight into Daxx functions in vivo. It is also possible that no single Daxx function is required for embryonic development but rather a combination of multiple functions.

We also investigated the molecular changes caused by Daxx mutations. *Daxx*^*S226A*^ *Daxx*^*Y130A*^ mutants result in the de-repression of certain ERVs with similar levels of dysregulation. This result further supports that Daxx, Atrx, and H3.3 are necessary for regulating ERVs in vivo. Upregulated single-copy genes shared in the two mutants showed a pattern of proximity to ERVs suggesting an association of ERV dysregulation and gene dysregulation and the potential for de-repressed ERVs to contribute cis-regulatory elements and affect nearby gene expression. Given that two mutants show differences in post-natal viability but share most dysregulated ERVs, we speculate ERV dysregulation is not sufficient to induce the lethality.

The result of dysregulation of ERVs in Y130A and S226A mutants also implicates ERV dysregulation as a candidate mechanism underlying tumorigenesis of PanNETs. First, *DAXX* and *ATRX* mutations are mutually exclusive in pancreatic neuroendocrine tumors, indicating their shared function is required for tumor suppression. Second, three missense mutations in *DAXX* identified in PanNETs are in the histone-binding domain [10, 11]. Moreover, two mutations in codons D331 and R328 are likely to abolish the histone chaperone function of DAXX as those two codons are crucial amino acids in mediating the interaction between DAXX and H3.3 [6]. It is reasonable to speculate that ERV dysregulation happens in the cells bearing those DAXX mutations and contributes to tumorigenesis.

The transcriptional changes in single-copy genes also provide insights. Among the three fetal tissues sequenced, the brain has the least changes while the liver has the most. There are more transcriptional changes in single copy genes unique in *Daxx*^*S226A*^ mutant compared with *Daxx*^*Y130A*^, and those changes are strongly enriched in genes associated with immune-related pathways, with MCP counter indicating changes in the abundance of specific immune cell populations, including neutrophils and B cells. This result is consistent with recent studies that Daxx and H3.3 play an essential role in maintaining the hematopoietic balance [17, 18] and further provides evidence to support that Daxx’s role in hematopoiesis is H3.3-dependent but Atrx-independent. Future work is needed to further understand all the potential tissue-specific immune changes. Additionally, dysregulation of ERVs is not sufficient to induce altered hematopoiesis. Combined, all these observations raise the possibility that altered hematopoiesis might cause or at least contribute to the post-natal lethality observed in *Daxx*^*S226A*^ mutant mice, emphasizing this as an area of future research.

Overall, this work provides insight into different domains/functions of Daxx in regulating ERVs and gene expression, and proper embryonic development.

## Materials and methods

### Mice

Mouse experiments were performed in compliance with National Institutes of Health guidelines and Association for Assessment and Accreditation of Laboratory Animal (AAALAC) accreditation standards for animal research and approved by The University of Texas MD Anderson Cancer Center Institutional Animal Care and Use Committee. Mice were housed in individually ventilated cages. The mouse facility uses a 14 h light (7:00 am–9:00 pm) and 10 h dark (9:00 pm–7:00 am) cycle. Mice were fed a standard diet (PicoLab Rodent Diet 5053, Purina).

### CRISPR/Cas9-based gene targeting

The CRISPR guide RNA design platforms (crispr.mit.edu and www.benchling.com/crispr/) were used to score the sgRNAs near the desired mutation sites in the *Daxx* gene. The sgRNAs with high on-target scores and low off-target scores were picked. The sgRNAs were synthesized and purchased from Sythego (Redwood City, CA). Single-strand donor DNAs were used as templates for homology-directed repair. Silent mutations were introduced in donor DNAs to prevent retargeting. Donor DNAs were synthesized and purchased from Integrated DNA Technologies (Coralville, IA). The 20 nucleotides (N20) sequences of sgRNA target sites and the sequences of donor DNAs were:

Y130A N20, ATGTACACATAGATCTTAGC;

Y130A donor DNA, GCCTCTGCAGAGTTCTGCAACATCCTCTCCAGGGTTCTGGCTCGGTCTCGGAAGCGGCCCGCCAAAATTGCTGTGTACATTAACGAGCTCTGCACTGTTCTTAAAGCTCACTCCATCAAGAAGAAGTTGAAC;

S226A N20,GCGGGCCTCCTGCAAATACG;

S226A donor DNA, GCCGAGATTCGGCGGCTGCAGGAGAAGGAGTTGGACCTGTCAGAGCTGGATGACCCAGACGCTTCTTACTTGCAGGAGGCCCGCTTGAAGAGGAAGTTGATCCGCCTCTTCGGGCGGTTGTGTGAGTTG.

Pronuclear injection and electroporation were used to introduce sgRNA, Cas9 protein, and donor DNA into C57BL/6N zygotes. The solution for pronuclei-injection containing 400 nM sgRNA, 200 nM Cas9 protein, and 500 nM donor DNA was prepared in Tris-EDTA buffer (10 mm Tris, 0.1 mm EDTA). The solution for electroporation containing 4 µM sgRNA, 4 µM Cas9 protein, and 10 µM donor DNA was prepared in Opti-MEM reduced serum media. The treated zygotes were then implanted into the pseudo-pregnant mice. All injections, electroporation, and implantations were performed in the MD Anderson Genetically Engineered Mouse Facility. Founder mice were confirmed by PCR and Sanger sequencing of the mutation sites. PCR primers:

Y130A Fwd, CAAACTGCAGCAGCGTGCCC; Y130A Rev, GCTCCAGGCGCTGGATCTGC; S226A Fwd, TGCAGCCTCAACGACCAGTG; S226A Rev, ACTCACACAACCGCCCGAAG. Founder mice were backcrossed twice to wild-type C57BL/6J mice. Subsequent genotyping consisted of two independent PCR reactions for wild-type and mutant alleles, respectively, both containing additional primers to amplify a control region. Primer sequences: Y130 WT F, CTCGGAAGCGGCCCGCTAAGATCTA; Y130 A F, GGAAGCGGCCCGCCAAAATTGC; Y130 R, GCTCCAGGCGCTGGATCTGC; S226 F, TGCAGCCTCAACGACCAGTG; S226 WT R, CCTCCTGCAAATACGAGGAG; S226A R, GCCTCCTGCAAGTAAGAAGC; OIMR 7338 (internal control F), CTAGGCCACAGAATTGAAAGATCT; OIMR 7339 (internal control R), GTAGGTGGAAATTCTAGCATCATCC.

### E18.5 embryo dissection

Heterozygous mutant mice (*Daxx*^*Y130A/+*^ or *Daxx*^*S226A/+*^) were intercrossed, and plugs were examined every morning. Pregnant females were euthanized 18 days from the plug date (E18.5). Uteri were dissected, and each decidua was separated and dissected to recover the embryos. Tail biopsy specimens were collected for genotyping.

### Generation of mouse embryonic fibroblast (MEF) cell lines

Heterozygous mutant mice were intercrossed, and plugs were examined every morning. Pregnant females were euthanized 13.5 days from the plug date (E13.5). Uteri were dissected, and each decidua was separated and dissected to recover the embryos. Tail biopsy specimens were collected for genotyping. The body trunk was chopped and trypsinized for 10 mins. The cells were resuspended in Dulbecco′s Modified Eagle′s Medium (DMEM) with 15% fetal bovine serum (FBS) to neutralize the trypsin. The cells are centrifuged at low speed, and the supernatant is removed. Then the cells are plated into a 10 cm plate and cultured in DMEM with 15% FBS. These cells are considered as passage 0 (P0).

### Statistical analysis

Data are presented as means ± standard deviation (SD). All statistical analyses were performed using GraphPad Prism 9 software, and *P* < 0.05 was considered statistically significant. Comparisons between two groups were made using the Student’s *t-test*, and comparisons among multiple groups were made using analysis of variance (ANOVA) with Dunnett’s multiple comparisons test to compare experimental samples to wild-type controls. No randomization or blinding was used for animal studies.

### Histology and immunohistochemistry

Tissues were fixed in 10% neutral-buffered formalin. Tissue processing, paraffin embedding, sectioning, and immunohistochemistry staining were performed by the MD Anderson Department of Veterinary Medicine and Surgery Histology Laboratory. Immunohistochemistry was performed using standard methods, and tissue sections were stained with antibodies against CD11b (ab75476, Abcam). Tissue sections were imaged on a Zeiss Axioplan Imaging 2e infinity-corrected upright microscope equipped with Color Zeiss Axiocam.

### Co-immunoprecipitation

Myc-tagged Daxx (wild-type or mutants) was overexpressed with either ATRX or H3.3 in 293 T cells. Cells were collected and lysed in 50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Nonidet P-40 (NP-40), and 2 mM EDTA with a protease inhibitor cocktail. Cell lysates (1 mg) were incubated with of c-Myc antibody (sc-40, Santa Cruz Biotechnology, 2 μg) under rotary agitation overnight. Cell lysates were then incubated with Protein A-coupled agarose beads (sc-2001, Santa Cruz Biotechnology, 20 μl) under rotary agitation for 4 h. The beads were washed using the buffer mentioned above 3 times. Protein extracts were eluted from beads by boiling the beads in a standard SDS loading buffer for 10 min.

### Western blot analysis

Protein extracts were separated by SDS–polyacrylamide gel electrophoresis, transferred to nitrocellulose membranes, and probed with antibodies against Daxx (M-112, Santa Cruz Biotechnology, 1:500), Atrx (H-300, Santa Cruz Biotechnology, 1:1,000), β-actin (A1978, Sigma, 1:5000) and H3.3 (Ab176840, Abcam, 1:1000). Proteins were visualized using Li-COR secondary antibodies and imaged using a ChemiDoc System (Bio-Rad). Protein levels were quantified in ImageJ and normalized to the level in the first lane.

### RNA isolation

Flash-frozen embryonic tissues were homogenized in TRIzol RNA isolation reagent (Invitrogen). RNA was then purified using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol.

### RNA-seq analysis

STAR (version 2.6.0b) [32] was used to align reads to the GRCm38.p6 reference genome. Samtools (version 1.8) [33] was used to sort, convert between formats, and calculate mapping statistics. Program FastQC (0.11.5) (Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to check for qualities of the FASTQ reads. Annotation of genes was carried out using the GENCODE M19 (Ensembl 94) annotation, which was downloaded from the GENCODE project. Aligned reads were summarized at the gene level by STAR (version 2.6.0b) [32]. R (4.0.2) and Bioconductor package DESeq2 [34] were used to identify differentially expressed genes. Read count was first pre-filtered to remove extremely low expressed genes. DESeq2 then carried out read count filtering, normalization, dispersion estimation, and identification of differential expression. DESeq2 modeled the counts using a negative binomial distribution, followed by the Wald test. The final *p*-value was adjusted using the Benjamini & Hochberg method. Method mMCP-counter [26] was used to quantify tissue-infiltrating immune and stromal cells.

### TE analysis of RNA-seq data

The sequences for each of the TE families were extracted from Dfam, using the chromosome location of the nonredundant element with the smallest *e*-value as the reference sequence. A reference genome for TEs was then assembled specifically for this project, and sequencing reads were aligned to this genome using Bowtie2 (2.3.4.2). Aligned reads were summarized at the TE level by htseq (0.11.0) [35]. The TE raw count data was processed and normalized by DESEQ2 software to identify differentially expressed TEs between the two genotypes.

## Supplementary information

Supplementary table legends

Supplementary Figure S1 to S10

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Reproducibility checklist

## Data Availability

RNA-seq data reported in this paper has been deposited in the Gene Expression Omnibus (GEO) database with accession number (GSE223912).

# Supplementary material for: The histone chaperone function of Daxx is dispensable for embryonic development
**Source:** Cell Death Dis. 2023 Aug 26;14(8):565. doi: 10.1038/s41419-023-06089-0
**Supplement:** Supplementary file 1 — Supplementary table legends

**Table S1. Top 34 predicted off-target sites for sgRNA used in Y130A mutant.**

All loci that were confirmed to be wild-type by PCR amplification and Sanger Sequencing are in red.

**Table S2. Top 34 predicted off-target sites for sgRNA used in S226A mutant.**

All loci that were confirmed to be wild-type by PCR amplification and Sanger Sequencing are in red.

**Table S3. Differentially expressed genes (DEGs) for single-copy genes with *P_adj_* < 0.05.**

**Table S4. MCP-counter scores in three tissues.**

**Table S5. Expression of transposable elements.**

**Table S6. Annotation of ERVs adjacent to shared up-regulated genes between Y130A and S226A mutants.**

# Supplementary material for: The histone chaperone function of Daxx is dispensable for embryonic development
**Source:** Cell Death Dis. 2023 Aug 26;14(8):565. doi: 10.1038/s41419-023-06089-0
**Supplement:** Supplementary file 2 — Supplementary Figure S1 to S10

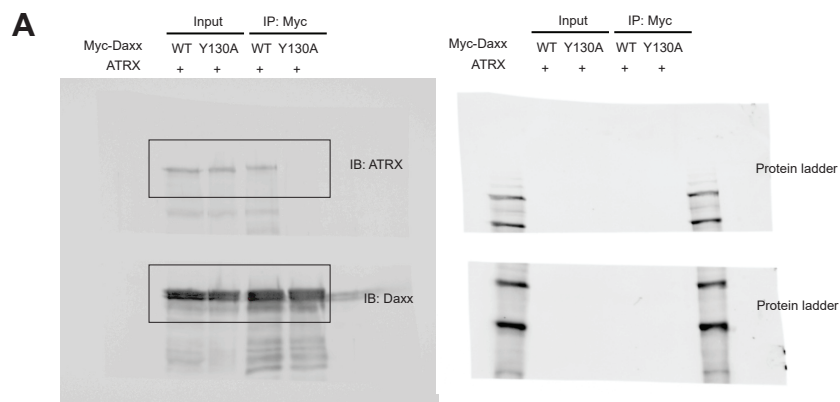

Crops in Figure 1D are indicated

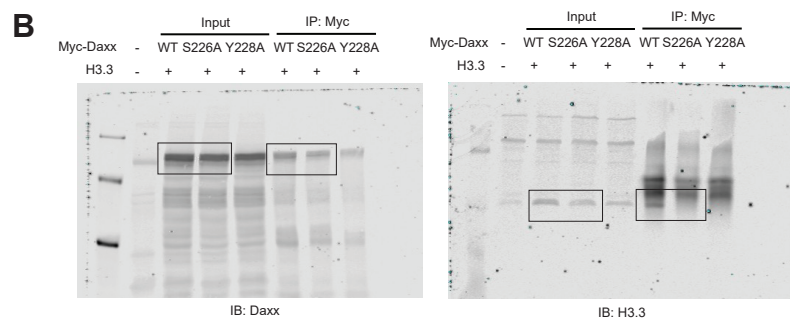

Crops in Figure 1E are indicated

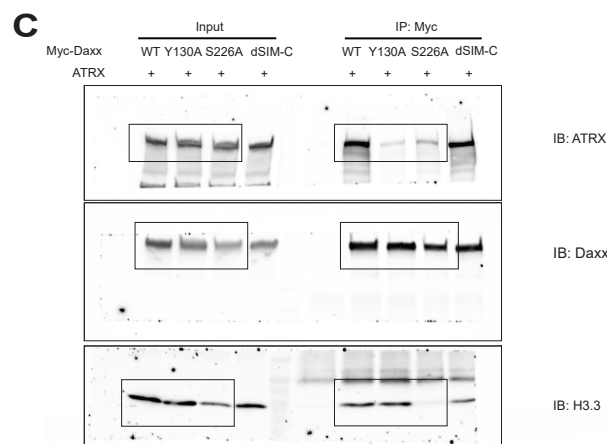

Crops in Figure S2 are indicated

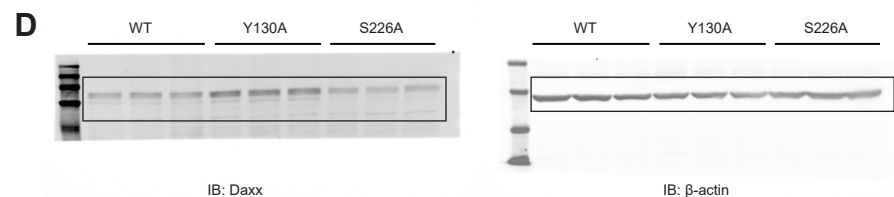

Crops in Figure S4A are indicated

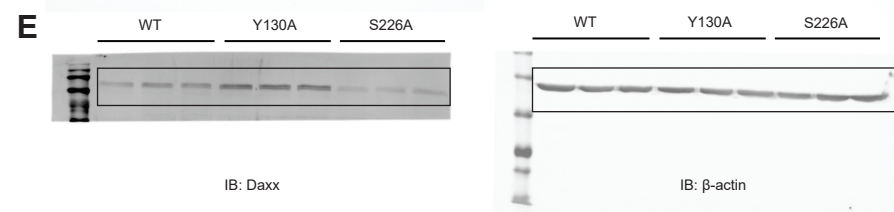

Crops in Figure S4C are indicated

**Figure S1: Original Western blots.**

A) Co-immunoprecipitation in 293T cells overexpressing wild-type or Y130A mutant Daxx Myc-tag fusion protein. Crops in Figure 1D are indicated. B) Co-immunoprecipitation in 293T cells overexpressing wild-type or mutant Daxx Myc-tag fusion protein. Crops in Figure 1E are indicated. C) Co-immunoprecipitation in 293T cells overexpressing wild-type or mutant Daxx Myc-tag fusion protein. Crops in Figure S2 are indicated. D) Daxx expression from E18.5 lungs. Crops in Figure S4A are indicated. E) Daxx expression from mouse embryonic fibroblasts Crops in Figure S4C are indicated.

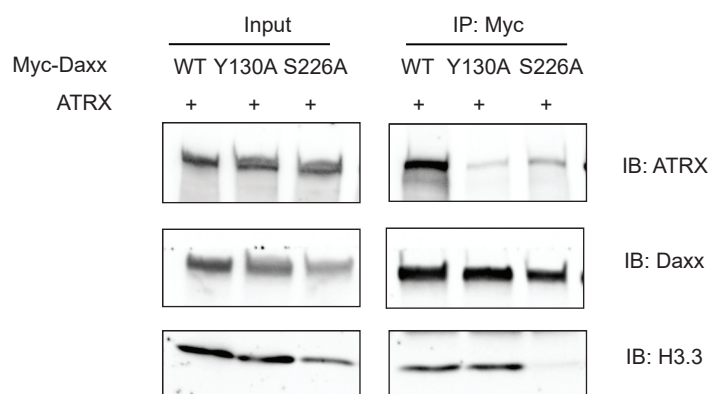

**Figure S2: Co-immunoprecipitation in 293T cells overexpressing wild-type or mutant Daxx Myc-tag fusion proteins.**

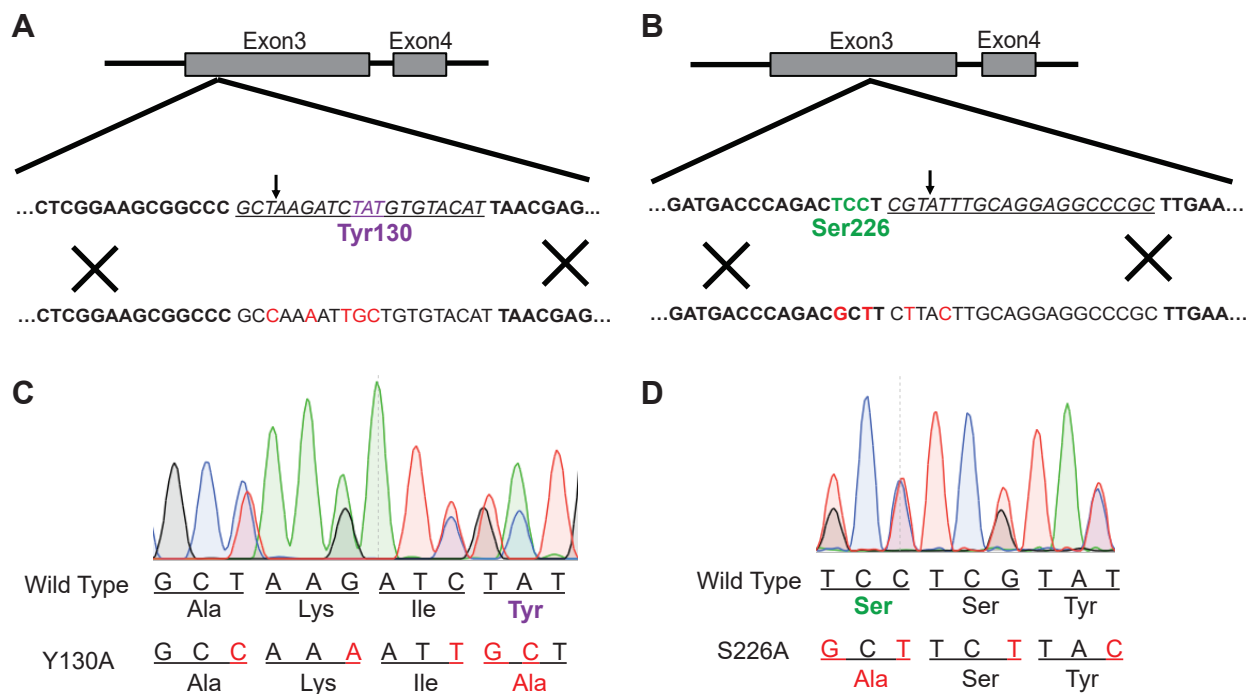

**Figure S3: CRISPR/Cas9 based targeting strategies for two *Daxx* mutant mice and confirmation of germline transmission of the mutant alleles.**

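The guide for codon 130, ATGTACACATAGATCTTAGC, matches the minus strand of chromosome 17 at 33911391 to 33911410 (GRCm38), in exon 3 of the 8 exons of Daxx, with the PAM GGG. Cas9 would break the site between 33911393 and 33911394, 6 bp from codon 130 (33911400 to 33911402), which reads TAT in the reference and GCT in the donor. The donor of 132 nt covers 33911331 to 33911462 and differs from the reference by T63C, G66A, C69T, T70G and A71C, reference base first, with positions counted from 1 at the donor's 5′ end. T70G and A71C change codon 130 of the 740 in Daxx, and the other 3 substitutions are silent and lie in codons 127, 128 and 129. All 5 lie within the guide's target.

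**Figure D8:**
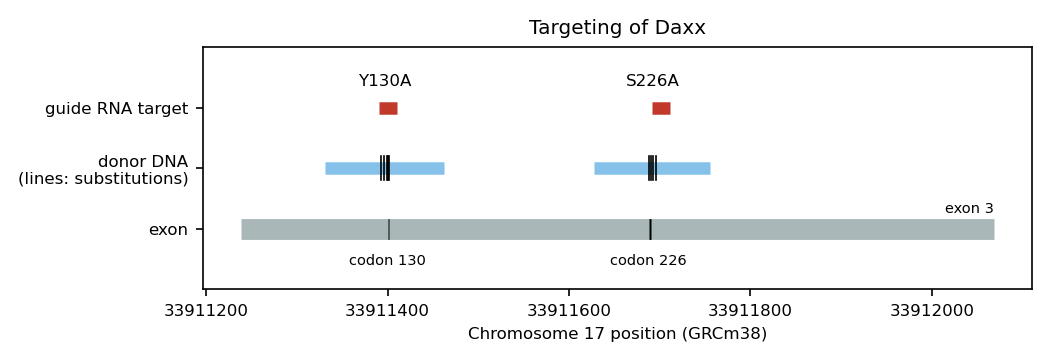
Position of the guide targets, donors, their substitutions and codons 130 and 226 in exon 3 of Daxx, in GRCm38 coordinates. The donors carry 5 substitutions for Y130A and 4 for S226A.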

A) CRISPR/Cas9 based targeting to replace Tyrosine 130 (labeled in purple) with alanine in the endogenous *Daxx* locus. N20 of sgRNA is underscored with Cas9 cutting site labelled by the arrow. Mutations are labeled in red in the donor sequence. Silent mutations are introduced to prevent retargeting of Cas9. B) CRISPR/Cas9 based targeting to replace Serine 226 (labeled green) with alanine in the endogenous *Daxx* locus. 

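The guide for codon 226, GCGGGCCTCCTGCAAATACG, also matches the minus strand, at 33911692 to 33911711, with the PAM AGG, and lies in the same exon. Its break would fall between 33911694 and 33911695, 4 bp from codon 226 (33911688 to 33911690), which reads TCC in the reference and GCT in the donor. The donor of 129 nt covers 33911628 to 33911756 and carries T61G and C63T in codon 226 and the silent substitutions G66T and T69C in codons 227 and 228, with positions counted from 1 at its 5′ end and the reference base first. Of these substitutions, 2 lie within the guide's target and 1 in the PAM.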

N20 of sgRNA is underscored with Cas9 cutting site labelled by the arrow. Mutations are labeled red in the donor sequence. Silent mutations are introduced to prevent retargeting of Cas9. C) Chromatograph from sequenced PCR fragment of Y130A F1 mouse. D) Chromatograph from sequenced PCR fragment of S226A F1 mouse.

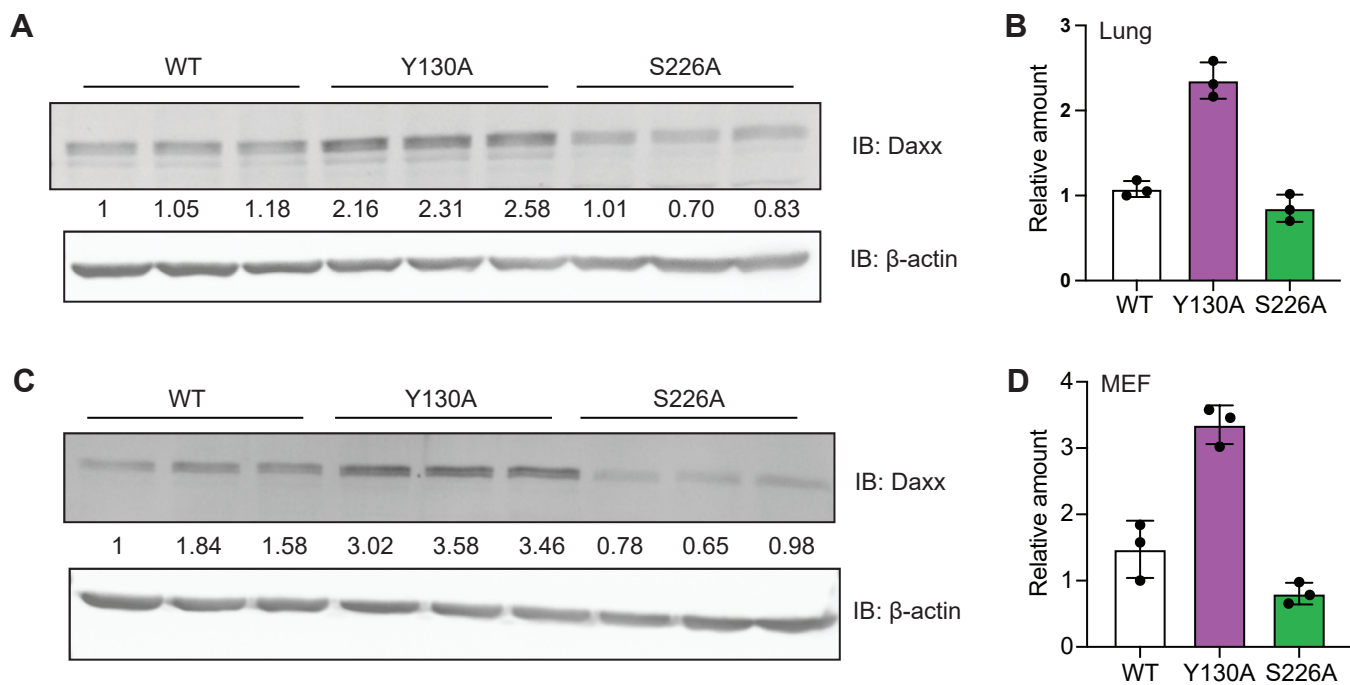

**Figure S4: Daxx expression from E18.5 lungs and mouse embryonic fibroblasts.**

A) Daxx expression from E18.5 lungs with individual samples quantified. B) Qualification of Daxx expression (mean  $\pm$  SD) from (A). C) Daxx expression from mouse embryonic fibroblasts with individual samples quantified. D) Qualification of Daxx expression (mean  $\pm$  SD) from (C).

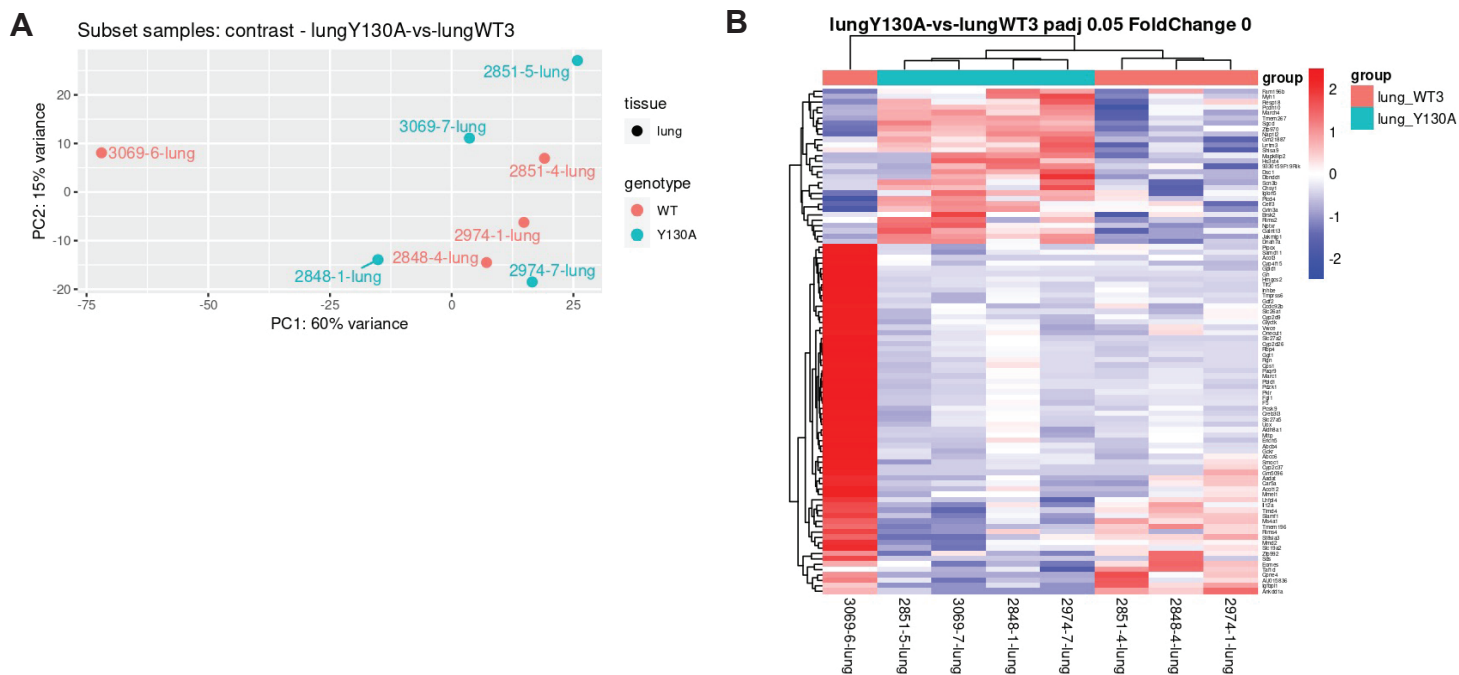

**Figure S5: Identification of an outlier from embryonic lung samples.**

A) Principal components analysis (PCA) plot for Y130A lung comparison. 

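A principal components analysis of the 7 deposited lungs of the Y130A litters, on the log2 normalized counts of the 500 most variable genes, placed 45.3% of the variance on the first component and 26.8% on the second. The first component followed the litter more than the genotype: in litter 2848 the mutant and wild-type lungs lay at -15.1 and -9.27, in litter 2851 at 20.1 and 7.37, and in litter 2974 at -3.16 and 1.19. The lung that the authors left out is not among the deposited counts and was not analysed here.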

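In Y130A lung, 3 genes had an adjusted p below 0.05 with edgeR: Igfbpl1 (log2 fold change -4.38, adjusted p = 0.0249), Car1 (2.98, adjusted p = 0.0452) and Tmem267. With DESeq2, 17 genes passed that criterion.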

B) Heatmap of differentially expressed genes (DEGs) identified in Y130A lung with  $P_{adj} < 0.05$ .

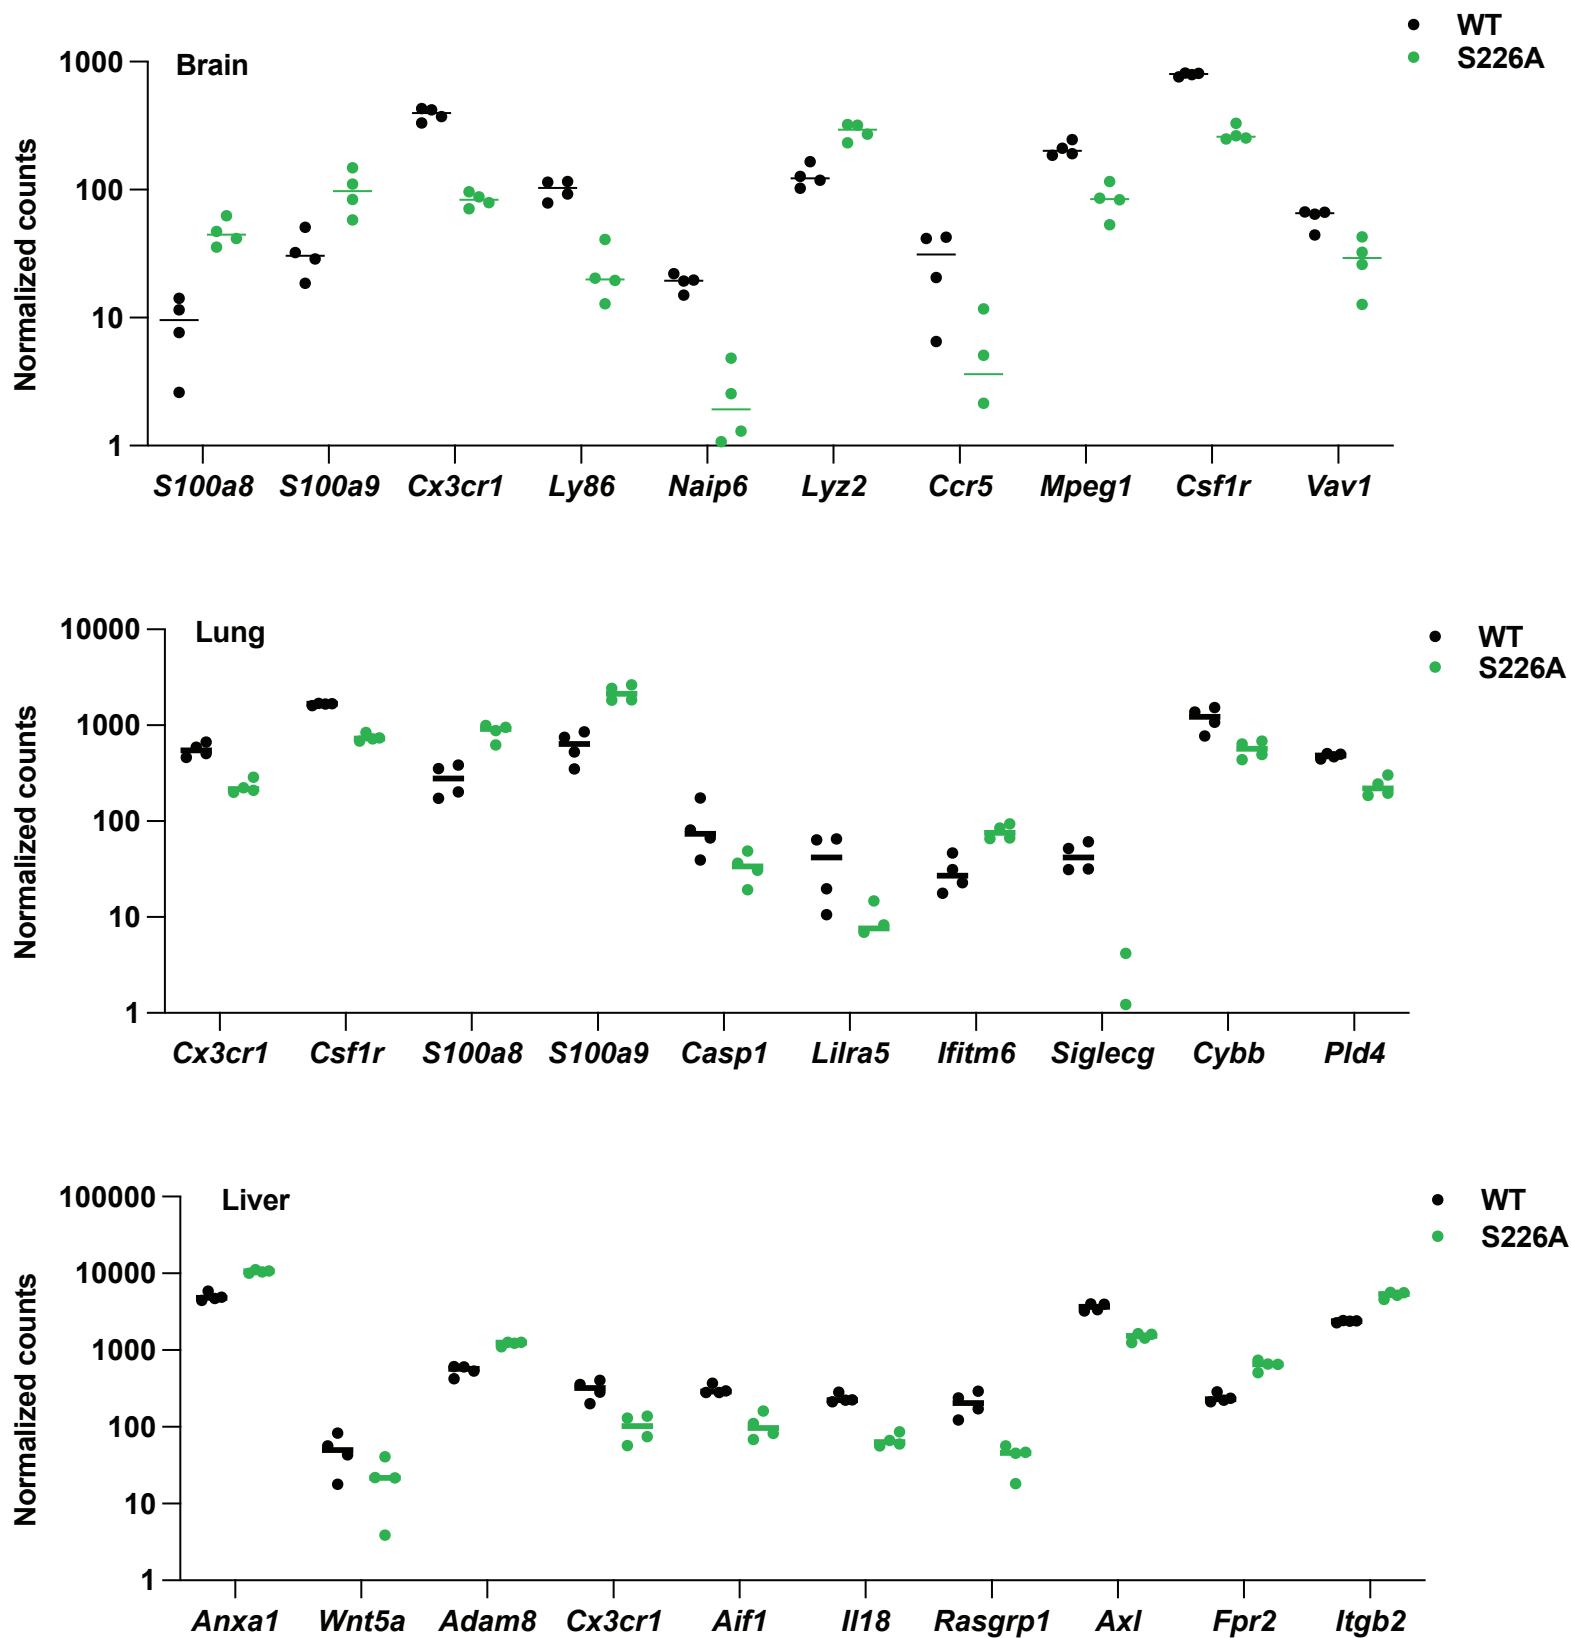

**Figure S6: Normalized counts of top 10 genes contributing to the enriched pathways in S226A mutant tissues.**

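In Fig. S6, the paper shows 10 genes of the enriched pathways for each S226A tissue. By the stringent criteria, 6 of them were DEGs in brain (all lower), 8 in lung (3 higher and 5 lower) and 9 in liver (4 higher and 5 lower), and DESeq2 called 10 in each. Adjusted over the list alone, all 10 had an adjusted p below 0.05 in each tissue, which is not independent evidence, since the lists were chosen on these samples. In the same Y130A tissues, 0 were DEGs and 0 had an unadjusted p below 0.05. The mutant and wild-type libraries did not overlap for 9 of the genes in S226A brain, 8 in S226A lung and 9 in S226A liver, and the calls of 5, 5 and 8 held in every fit that left out 1 library. In S226A brain, Ly86 had a log2 fold change of -2.09, Mpeg1 of -1.29 and Vav1 of -1.06, while S100a8 (2.37, adjusted p = 0.0155), S100a9 (1.64, adjusted p = 0.0244) and Lyz2 (1.17, adjusted p = 0.0152) did not pass with edgeR. In S226A lung, S100a8 had 1.65, S100a9 1.83, Ifitm6 1.42, Cybb -1.05 and Pld4 -1.02, while Casp1 (-1.40, adjusted p = 0.0235) and Lilra5 (-2.38, adjusted p = 0.0564) did not pass with edgeR. In S226A liver, the higher genes were Adam8 (1.18), Anxa1 (1.10), Fpr2 (1.45) and Itgb2 (1.16), the lower ones next to Cx3cr1 were Aif1 (-1.50), Axl (-1.27), Il18 (-1.77) and Rasgrp1 (-2.27), and Wnt5a (-1.05, adjusted p = 0.0649) did not pass with edgeR. The call for Aif1 in liver was lost without S226A replicate 1.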

Y-axis is presented on a log10 scale and data points with zero value are not shown. Mean values are shown as lines.

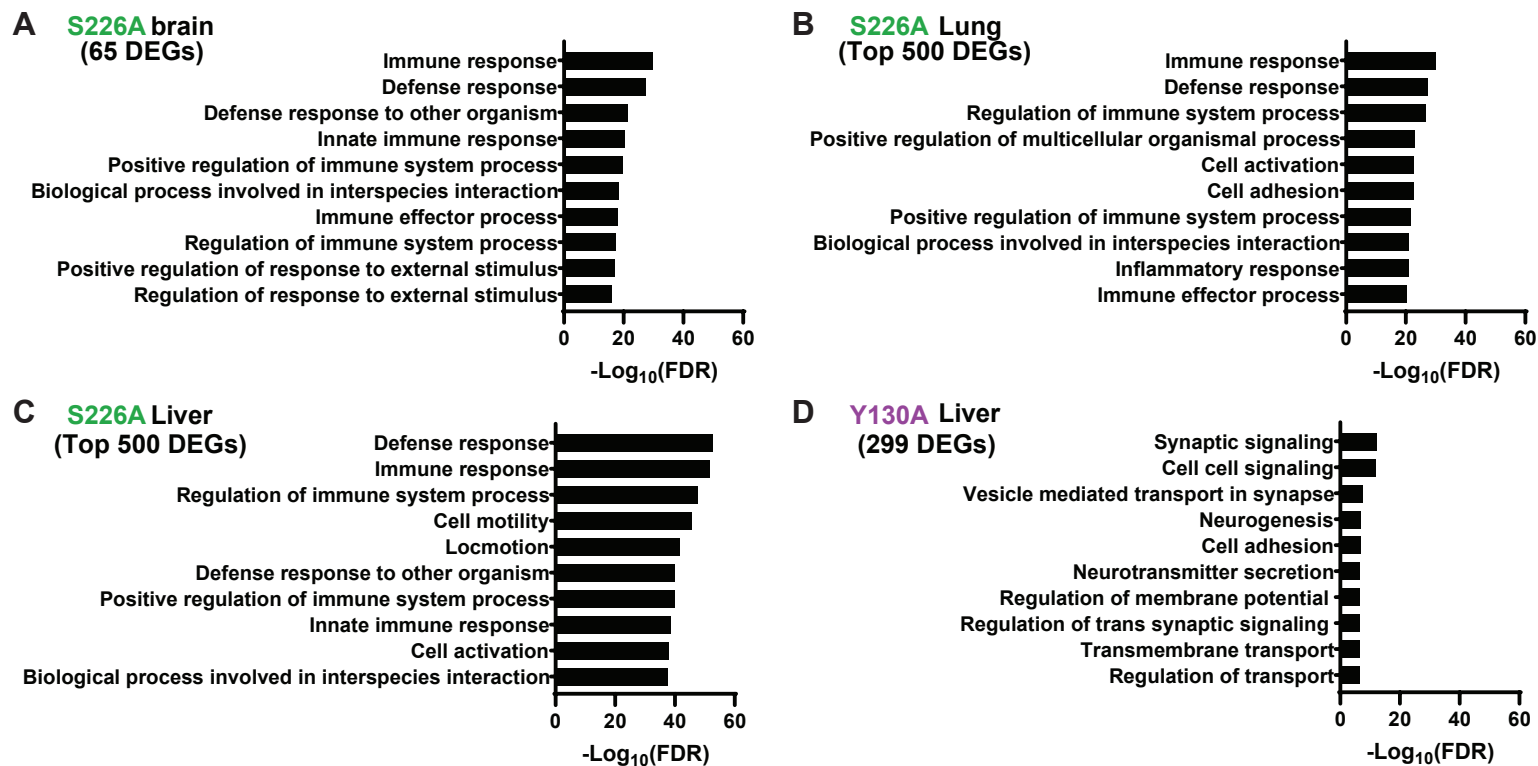

**Figure S7: GSEA analysis of gene ontology (GO):Biological Processes.**

A-D) Top enriched pathways from GSEA analysis of gene ontology (GO):Biological Processes for DEGs ( $P_{adj} < 0.05$ ) identified in S226A brain, lung and liver compared with wild-type controls, and Y130A liver compared with wild-type controls.

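Tested apart by direction under the standard criterion, Immune System genes made up 10.6% of the higher genes in S226A liver (109 of 1030 matched, adjusted p = 3.36e-14, Fisher's exact test) and 6.14% of the lower ones (57 of 929, adjusted p = 0.0784). By the stringent criteria the lower genes had the larger share in S226A liver, 14.8% (21 of 142, adjusted p = 0.000274) against 10% of the higher ones (21 of 210, adjusted p = 0.0302), so that the direction of the enrichment depended on the criterion. In S226A lung, under the standard criterion, they made up 6.29% of the higher genes (adjusted p = 0.581 in the same exact test) and 10.4% of the lower ones (adjusted p = 0.00902).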

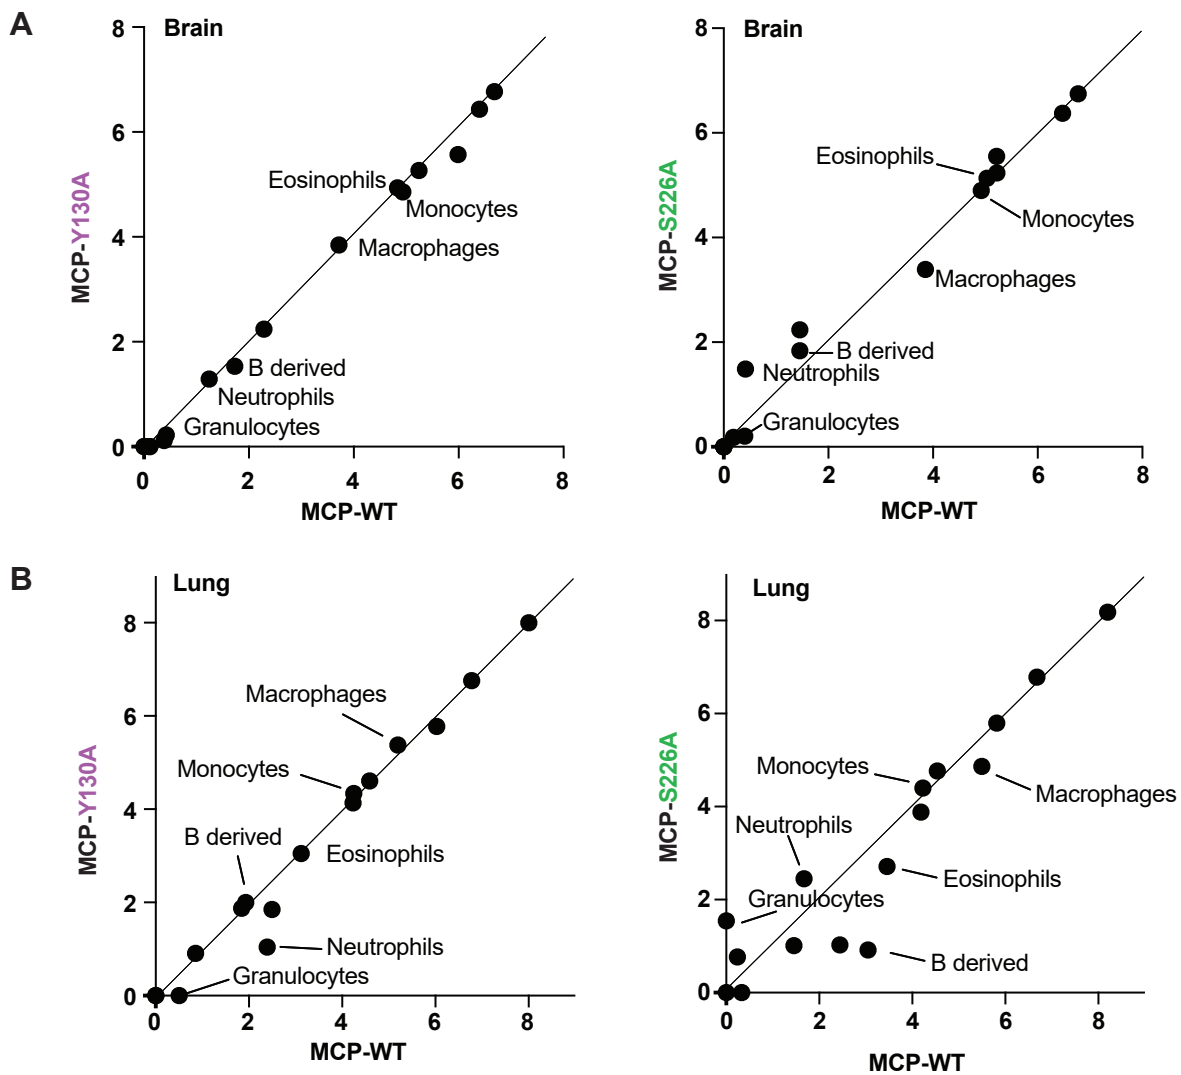

**Figure S8: Scatter Plot for MCP counter in brain and lung for two mutants.**

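Next to the neutrophil, macrophage and microglia lists, the lists of granulocyte precursor, eosinophil, monocyte, B lineage, T and NK, mast cell and basophil, erythroid, megakaryocyte and hepatocyte genes had an exact permutation p of at least 0.143 in S226A brain. For some of these lists, few genes had at least 10 counts in at least 4 of the brains compared. These were 1 of 8 for granulocyte precursors, 1 of 6 for monocytes, 3 of 14 for the B lineage and 0 of 7 for eosinophils. A change in these 4 kinds of cells may thus not have been detectable. Erythroid (6 of 9) and hepatocyte genes (9 of 10) were better covered.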

A) Scatter Plot for MCP counter in brain. B) Scatter Plot for MCP counter in lung.

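For the remaining lists in S226A lung, the score differences were 0.09 for T and NK cells, 0.04 for mast cells and basophils, -0.14 for megakaryocytes, -0.18 for erythroid cells and -0.40 for hepatocytes, with an exact permutation p of at least 0.114 for each.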

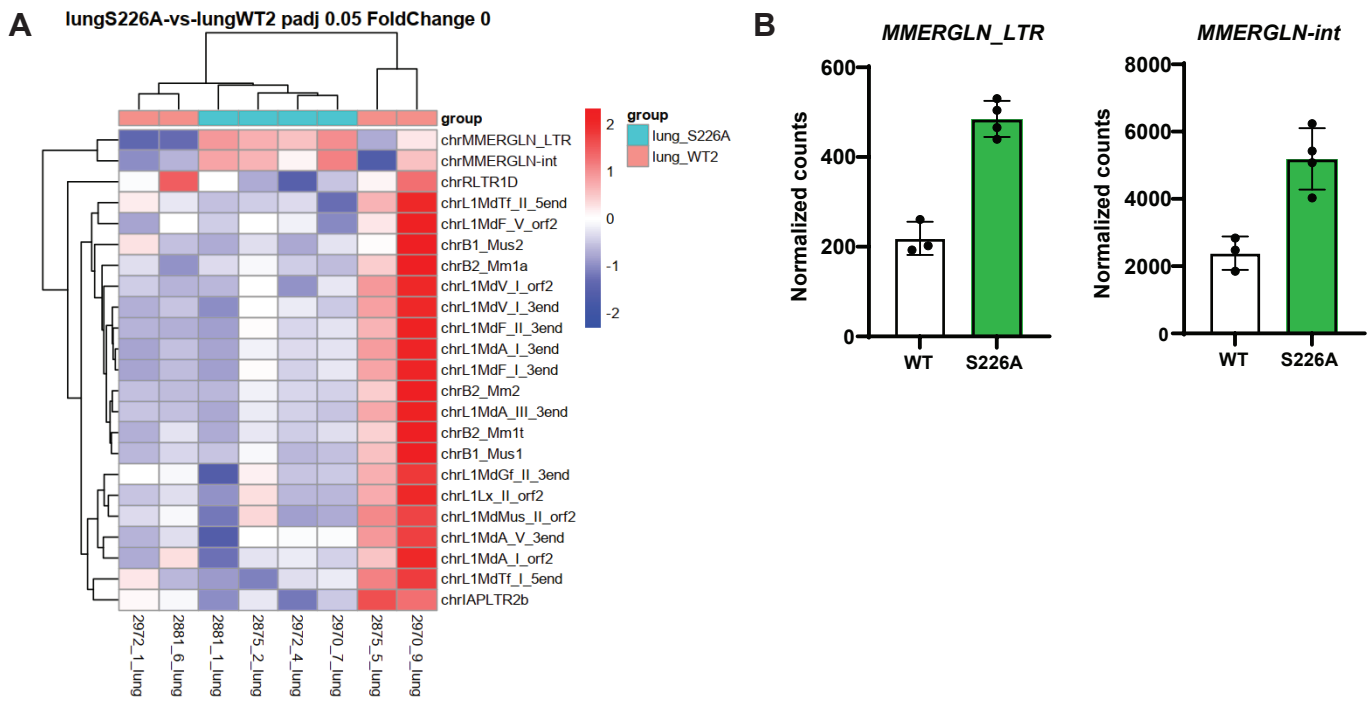

**Figure S9: *MMERGLN\_LTR* and *MMERGLN-int* are upregulated in S226A lung.**

A) Heatmap of differentially expressed transposable elements identified in S226A lung with  $P_{adj} < 0.05$ .  
 B) Average normalized counts for *MMERGLN\_LTR* and *MMERGLN-int* (mean  $\pm$  SD) without one wild-type sample (2790\_9\_lung).

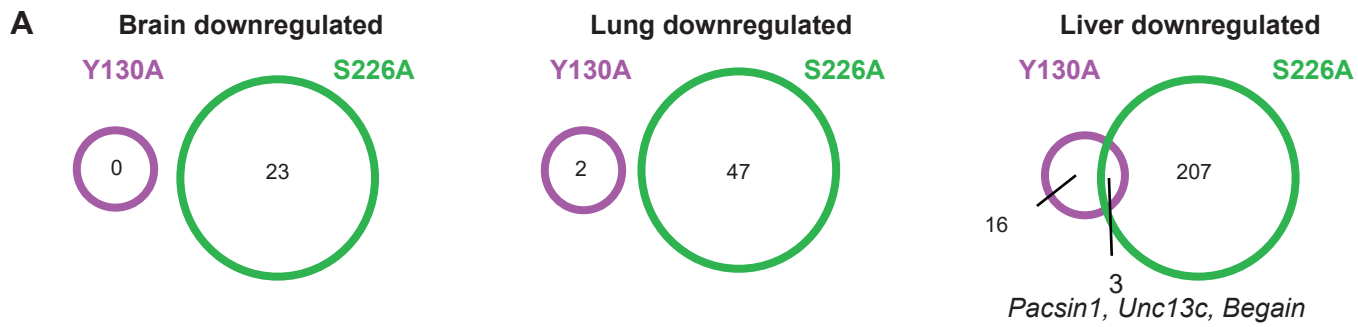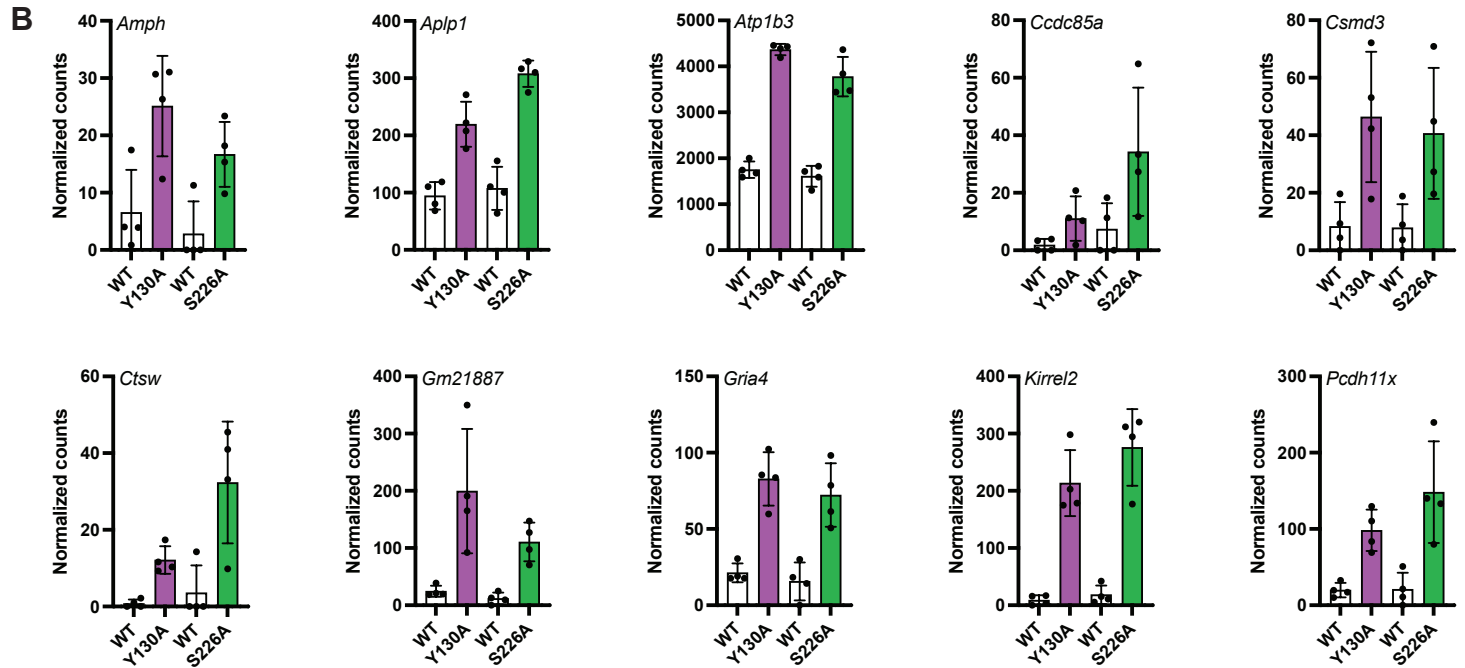

**Figure S10: Overlapping differentially expressed genes (DEGs) between Y130A and S226A mutants.**

A) Venn diagrams of the numbers of downregulated DEGs in Y130A and S226A. 

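The 3 genes that the paper lists as lower in both livers had log2 fold changes of -1.79 (Begain), -2.44 (Pacsin1) and -3.00 (Unc13c) in S226A and of -1.01, -1.93 and -1.43 in Y130A liver. With edgeR, Begain (adjusted p = 0.000342) and Unc13c (adjusted p = 0.000473) were DEGs in S226A liver, Pacsin1 was not (adjusted p = 0.0241), and in Y130A liver their adjusted p-values were 0.0701, 0.0786 and 0.0623. Adjusted over the list alone, all 3 had an adjusted p below 0.05 in each mutant, which is not independent evidence, as the list was chosen on these samples. For Unc13c, the difference of the log2 fold changes between mutants was -1.57 (unadjusted p = 0.0476 for the interaction in edgeR, adjusted p = 0.265).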

B) Average normalized counts for genes (mean  $\pm$  SD) indicated in Figure 4F.

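In S226A liver, Aplp1 had 313 ± 14.9 normalized counts (SD, n = 4) against 108 ± 35.9 in wild-type littermates, Gria4 73.3 ± 20.4 against 15.9 ± 12.8, Kirrel2 279 ± 61.1 against 18.3 ± 16.0 and Pcdh11x 150 ± 65.9 against 21.2 ± 22.6. In Y130A liver, the same genes had 229 ± 37.0 against 99.3 ± 24.7, 86.8 ± 19.5 against 22.4 ± 7.02, 222 ± 55.0 against 9.35 ± 9.13 and 103 ± 29.3 against 21.0 ± 10.4. Csmd3 had 41.5 ± 23.2 against 8.03 ± 8.46 in S226A and 48.5 ± 23.9 against 8.77 ± 8.80 in Y130A liver. Gm21887 had 112 ± 32.0 against 12.0 ± 10.5 in S226A and 209 ± 115 against 25.9 ± 10.3 in Y130A liver. Fewer counts were found for Amph (17.0 ± 5.60 against 2.91 ± 5.83 in S226A and 26.4 ± 9.46 against 6.99 ± 8.04 in Y130A), Ccdc85a (34.8 ± 22.2 against 7.45 ± 9.00 and 11.5 ± 8.15 against 1.92 ± 2.23) and Ctsw (33.1 ± 16.5 against 3.62 ± 7.25 in S226A).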

How the deposited data were processed for this re-analysis (not part of the article)

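RNA of liver, lung and brain from embryos at E18.5 was sequenced by the authors in 47 libraries of 12 groups, each group 1 tissue of S226A embryos, of Y130A embryos or of the wild-type littermates of either, with 4 libraries per group and 3 in the wild-type lungs of the Y130A litters. The deposited values are the number of reads that the authors counted on each gene, without normalization, after alignment to GRCm38 with STAR. All counts are whole numbers, 20424 of the genes have a match in GENCODE M21 and 20387 of these are annotated there as protein coding, so that positions and exons are given from that annotation. The file holds no transposable elements, and their expression was not analysed here. The reads behind the counts were not analysed here either.

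The total count per library ranged from 15722147 to 26190403 in the S226A litters (median 20341531) and from 36351738 to 54885020 in the Y130A litters (median 44523912). Libraries of 8 litters pair mutant and wild-type embryos, and 18 of 23 pairs of littermates had residuals that correlated above 0.1, against a background of 69 pairs of other embryos. Within the 69 pairs of replicates, the lowest chi-square per degree of freedom was 4.17, so that no library is a copy of another.

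The main model was a quasi-likelihood fit with edgeR 4.0.16 (R 4.3.3) to all 47 libraries with 1 coefficient per group, after TMM normalization and edgeR's filter on low counts (minimum count 10, minimum total 15), which left 16892 genes. A gene was called differentially expressed by the paper's stringent criteria: an adjusted p below 0.01 after Benjamini-Hochberg adjustment, a log2 fold change beyond 1 in either direction and a standard error below 1, computed as the size of the log2 fold change divided by the square root of F. Each mutant was compared with its own wild-type littermates. The wild-type libraries of the 2 sets of litters were also compared with each other, and the effects of the 2 mutants were compared through the interaction, without the criterion on the standard error. On simulated counts with 200 changed genes in S226A liver, edgeR called 193 of them (96.5%) and 0 others and DESeq2 called 195 (97.5%) and 1 other, and the interaction called 182 (91%) and 1 other, for changes of 4-fold. Of 14 neutrophil genes raised 2-fold in S226A lung, which is the limit itself, edgeR called 5 and the interaction 2.

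Genes were chosen for the text by a rule set before the data were examined: every gene that the paper names in its text, Fig. 4, Fig. S6 or Fig. S10A, Daxx and genes of the proteins it acts with, Itgam, sex-linked genes, genes that differ between C57BL/6 strains, and in each comparison the 3 largest and the 3 most negative log2 fold changes among the called genes whose mutant libraries all lay on one side of all wild-type libraries. The lists of marker genes (12 lists with 111 genes), the 6 Reactome pathways, the comparisons, the tests and the alternatives were fixed at the same time. Other lists, of squamous epithelium and of embryonic and adult globin genes, and the genes within 500 kb of Tmem267 were chosen after the values were seen.

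A score is the mean over a list of log2(CPM + 1) where CPM are TMM-scaled counts relative to library size. Scores and normalized counts were compared with two-sided exact permutation tests, and scores also with the rotation test fry of limma 3.58.1. Reactome pathways, as distributed with fgsea 1.28.0, were tested with one-sided Fisher's exact tests in comparisons with at least 10 called genes, against the genes that could have passed every criterion. The shared genes were compared with a hypergeometric expectation. Guides, donors and the ERVs of Table S6 were placed on GRCm38, in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. A fold against a group in which no library had more than 3 reads is given as a lower bound. With 4 libraries against 4 or against 3, the smallest p of the exact permutation test is 0.0286.

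The alternatives were DESeq2 1.42.0 with its own size factors, RLE size factors in edgeR, no filter on low counts, a fit of only the libraries compared, litter as replicate block, no criterion on the standard error, an adjusted p below 0.05 alone, and leaving out each library in turn. For the scores they were a pseudocount of 0.1, the median over the list, no TMM, only the genes with at least 10 counts in at least 4 libraries, differences within litters, and fry with and without litter. A random thinning of the Y130A set to the median total of the S226A set, and a fit without 2 liver libraries that hold transcripts of squamous epithelium, were chosen after seeing the data. The GO gene sets, the gene lists of MCP-counter and the lung that the authors left out were not analysed here.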

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

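Among the tests below, those of the sample far from its group, of Ccl28, of the globin genes, of squamous epithelium, of microglia, of depth for the genes with an interaction, of their distance from Daxx and of the splits of the S226A tissues and of Y130A liver were chosen only after the result was seen.

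In 104 groups of 4 libraries, the gap between the most extreme library and its nearest neighbour was compared with the range of the group, and in 10 groups the ratio was above the critical value of 0.829, where chance gives 5.2. In wild-type livers of the S226A litters, the ratio was 1 for Amph in replicate 2 (11.65 normalized counts against 0 in the others) and 1 for Ctsw in replicate 4 (14.49 against 0). In livers of the Y130A litters, it was 0.926 for Gria4 in wild-type replicate 1, 0.903 for Gm21887 in wild-type replicate 4 and 0.874 for Daxx in Y130A replicate 1, and in wild-type brain of the S226A litters 0.842 for Daxx in replicate 1. The library total of S226A liver replicate 2 gave 0.868 and that of Y130A lung replicate 1 gave 0.902. The neutrophil score gave 0.883 for S226A liver replicate 4 and 0.879 for Y130A lung replicate 2, the lowest of their groups. An aberrant library would collect several of these values, and the most outlying values in 1 library was 1. As the values lie in several groups, 1 library could not have held most of them, so that this does not exclude an aberrant library. The values examined also cover no genes of squamous epithelium, which 2 livers held (below). No biological explanation was tested for the single values.

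The effects of S226A and Y130A differed, by the interaction in edgeR, in 249 genes in liver, 13 in lung and 8 in brain. With the mutant and wild-type labels redrawn within each set of litters, 2 of 100 labelings gave as many genes in liver, the real one included, 5 of 100 in lung and 3 of 100 in brain. The other labelings that gave as many in liver (275) and brain (15 and 9) kept the S226A embryos apart from their wild-type littermates or swapped the 2 groups whole, and mixed only the Y130A litters. In lung, 3 of the 4 other labelings (26, 18 and 16 genes) did so and the fourth (19) mixed both sets. Of the labelings drawn that part every pair of littermates, the real one included, as many genes came from 1 of 10 in liver, 2 of 4 in lung and 2 of 10 in brain, and the others that did kept the S226A embryos apart. With litter as replicate block, 25 genes differed in lung. These labelings do not set the lung count apart, and most that reached it kept the S226A difference whole, so that they say little about it. Depth differs between the sets, with the Y130A set the deeper one, and with its libraries thinned 240 genes differed in liver and 13 in lung, which argues against depth as the cause there, and 5 in brain, where the genes are too few to tell. In liver, 2.81% of the 249 genes lay within 10 Mb of Daxx, as did 2.29% of the genes tested (one-sided Fisher's exact test, p = 0.343). Of the differentially expressed genes of S226A liver, 1.97% did. This argues against variants linked to Daxx that act on genes near them. A linked variant that acts on genes elsewhere would leave no such excess, so that it stays open. An unequal number of males is argued against for liver, since 2 S226A livers were male, as many as in each of the other groups of livers. The 2 sets of litters, which differ in depth and may differ in batch, remain open along with the mutations themselves, as does depth in brain. Of the 139 genes with a lower effect in S226A liver, part rests on 2 libraries (below).

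The scores that differed between mutants, S226A minus Y130A, were in liver 1.06 for neutrophils, 1.36 for granulocyte precursors, 0.76 for monocytes, -2.05 for macrophages and -0.90 for the B lineage, in lung 0.77 for neutrophils, -0.18 for macrophages and -0.30 for microglia, and in brain -0.33 for macrophages and -0.79 for microglia. Each had an adjusted p below 0.05 with fry for the interaction, and the exact permutation p was at most 0.0494 except for macrophages (0.21) and microglia (0.0612) in lung. A smaller share of hepatocytes would raise the markers of the other cells alike, and the macrophage score moved by -2.13 in S226A liver while neutrophils rose. More blood would raise erythroid genes in lung and brain together with neutrophil genes, and the higher of the 2 erythroid differences was -0.13. As these explanations do not account for it, a change in the proportions of blood cells in S226A embryos, or in the expression of these genes within the cells, is a candidate explanation and stays a hypothesis, since protein and cell counts were not analysed here. For liver, the paper itself reports more Cd11b-positive cells in S226A than in wild type or Y130A by immunohistochemistry (Fig. 2I, J), which bears on the myeloid lists.

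Ccl28, a gene between Tmem267 and the ERV that the paper lists, and outside the genes the paper discusses, was higher in the mutant in 8 of 8 litters by a mean log2 ratio of 2.30. Its counts are low and the adjusted p from edgeR was at least 0.196 in the 6 comparisons, but the sign-flip p of 0.00781 over the tissues together, the smallest that 8 litters can give, argues against noise of libraries with few counts. A C57BL/6N segment carried by the mutants would also change Nnt, which is disrupted in C57BL/6J, and the median log2 fold change of Nnt over the 6 comparisons was 0.13, which argues against it. A change at the locus that reaches both genes, or transcription that runs on from Tmem267, may explain it, and neither was tested.

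The score of the embryonic globin genes Hbb-y, Hbb-bh1 and Hba-x was higher by 1.96 in S226A lung than in wild type (exact permutation p = 0.0286, 4 of 4 litters), and differed from that in Y130A lung by 2.29 (exact permutation p = 0.00449 over 2450 labelings). Hbb-y had 870 ± 258 normalized counts in S226A and 106 ± 62.0 in wild-type lung (n = 4 each), and Hba-x 409 ± 110 against 68.0 ± 28.6. In S226A liver, the score fell by 1.04, and in S226A brain, where 1 of the 3 genes had at least 10 counts in at least 4 libraries, it was higher by 0.34 (exact permutation p = 0.0286, 4 of 4 litters) and differed from that in Y130A brain by 0.37 (exact permutation p = 0.02). The adult globin score differed by -0.0603 in S226A lung and -0.21 in S226A brain, which argues against more blood and against reads of adult globin genes counted on embryonic ones, as both would move the adult genes. Erythroid cells of the embryonic lineage that persist, or a change of globin expression in the blood, may underlie the higher scores in lung and brain, and neither was tested.

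The microglia score fell by 0.84 in S226A brain and the macrophage score with it. Less blood in S226A brain would lower neutrophil genes too, and these differed by 0.33 in the other direction. As neutrophil genes also rose in S226A liver and lung, they cannot gauge the amount of blood. The erythroid score differed by -0.13 in S226A brain, in the direction of the microglia score but by less, and the adult globin score was lower as well. Less blood is thus not excluded. Fewer microglia, or lower expression of these genes in microglia, remain open, and a difference between the litters of the 2 mutants was not tested beyond the interaction (-0.79).

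Transcripts of squamous epithelium appeared in wild-type liver replicate 2 of the S226A litters, with a score of 4.38 on a list of 16 genes, and in Y130A liver replicate 1, with 3.91, while the other 14 livers lay between 0.36 and 0.83. Krt4 had 16050 and 10340 normalized counts in these libraries and Krt13 12180 and 8483. The list was written after the genes with an interaction had been seen, and among livers only Ppl and Evpl of its genes had a count above 0 in all. Tissue from a squamous epithelium next to the liver is a candidate source. When 1 wild-type liver of the S226A litters and 1 Y130A liver were left out together, which can be done in 16 ways, the number of genes with a lower effect in S226A liver, 139 with all libraries, fell to 76 at most in the 7 pairs that hold 1 or both of these libraries, against 171 or more in the pairs with neither, so that a part of the lower genes follows these libraries. Without both, 61 of them were still called, which the epithelium does not explain, and 128 genes with a higher effect were called, so that it is not behind the higher genes. The comparison of S226A liver with its wild type also holds 1 of these libraries. Without both, it had 237 higher and 122 lower DEGs, against 212 and 143 with all libraries, and 302 of the 355 were kept. The lower DEGs also fell without other single libraries, to 108 without S226A replicate 3. Their number thus does not show which of them rest on the epithelium.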

How the results depend on the processing

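Thinning of the Y130A set and the fit without 2 liver libraries with squamous transcripts were chosen after seeing the data, and the cause of the changes listed here was not tested. Block fits for the comparison of wild types could not be run, since each litter lies in 1 set, and without the criterion on the standard error the interaction is the same test, so that it has no separate value. Alternatives on transposable elements were not run.

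The count of differentially expressed genes stayed within 1.5 times its main value under all of the alternatives run for S226A liver other than the adjusted p below 0.05 alone, from 264 to 457. DESeq2 gave 80 in S226A lung, 32 in S226A brain, 57 in Y130A liver, 8 in Y130A lung and 2 in Y130A brain, 150 for the wild-type livers, and 454, 56 and 17 for the interaction in liver, lung and brain. A fit of only the libraries compared gave 8 in S226A lung, 2 in Y130A liver, 0 in the wild-type livers (3028 at an unadjusted p below 0.05), 8 in the wild-type lungs, 41 in the wild-type brains, and 158 and 5 for the interaction in liver and lung. Litter as replicate block gave 34 in Y130A liver and 25 for the interaction in lung, and it changed few other results. Of the named genes, 6 calls were lost and 3 gained with it. No filter gave 1 in Y130A brain, thinning 1 in Y130A brain and 5 for the interaction in brain. Without the criterion on the standard error, 108 genes differed between wild-type livers, and without the 2 squamous libraries 158. With an adjusted p below 0.05 alone, the counts were 1972, 317 and 41 in S226A liver, lung and brain, 46, 3 and 1 in Y130A, 2209, 3388 and 1010 for the wild types and 997, 52 and 14 for the interaction.

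A count does not say which genes: DESeq2 called 336 of the 355 genes of S226A liver, 50 of 51 in lung, 20 of 21 in brain and 13 of 13 in Y130A liver, the block 326, 47, 18 and 12, the fit of only the libraries compared 230, 8, 10 and 2, thinning 352, 51, 19 and 11, and 219, 28, 11 and 8 were called in every fit that left out 1 library.

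With each library left out, the counts ranged from 303 to 350 in S226A liver, from 38 to 81 in S226A lung, from 13 to 19 in S226A brain, from 9 to 16 in Y130A liver, from 0 to 1 in Y130A lung and from 0 to 0 in Y130A brain. For the wild types they ranged from 30 to 142 in liver, from 138 to 400 in lung and from 2 to 20 in brain, and for the interaction from 179 to 268, from 8 to 18 and from 3 to 7. S226A lung was at 81 without wild-type replicate 2, S226A brain at 13 without wild-type replicate 2 or S226A replicate 4, and Y130A lung at 1 without wild-type replicate 1. The wild-type livers were at 30 without wild-type replicate 4 of the Y130A litters, at 122 without wild-type replicate 3 of the Y130A litters and at 142 without wild-type replicate 2 of the S226A litters, the wild-type lungs at 138 without wild-type replicate 4 of the S226A litters, and the wild-type brains at 2 without it. The interaction was at 8 in lung without wild-type replicate 1 of the Y130A litters and at 3 in brain without S226A replicate 3.

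Shared higher genes numbered 2 in liver with only the libraries compared. DESeq2 gave 1 in lung and 1 in brain, the adjusted p below 0.05 alone 1 in each, and no filter and thinning 1 in brain. With each library left out, the number in liver ranged from 6 to 9. Tested for higher genes alone, 2 of 18 Reactome tests had an adjusted p below 0.05.

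The neutrophil score in S226A brain, at 0.30 with the median, was no longer past the threshold. The eosinophil score in S226A liver passed it with only the genes with counts (0.55) and with fry (adjusted p 0.00274, and 0.00544 with litter as block). The monocyte score in Y130A liver was 0.0874 with the median and 0.18 without TMM, and had adjusted p-values of 0.747 and 0.34 with fry without and with litter, and the macrophage score in Y130A liver passed without TMM (-0.11). With the median, monocytes in S226A lung (0.80), microglia (-0.18) and the B lineage (0.0519) in Y130A brain and megakaryocytes (-0.14) and hepatocytes (-0.22) in S226A liver passed it, as did mast cells and basophils in S226A lung (0.44) and microglia in S226A liver (-0.61) with a pseudocount of 0.1 and macrophages in S226A lung with fry (adjusted p 0.00176, and 0.00544 with litter as block). Microglia in S226A lung were no longer past it with the median (-0.22) and without TMM (-0.35), erythroid genes in S226A liver with the median (-0.27), without TMM (-0.24) and with fry, T and NK genes in Y130A liver with the median (0.22), with only the genes with counts (0.26) and with fry, and mast cells and basophils in Y130A liver with the median (0.25), without TMM (0.15) and with fry. By more than the SD of the libraries, and without passing the threshold, the direction reversed for granulocyte precursors in Y130A brain (0.0187 with the median), eosinophils in S226A lung (0.0164 with the median) and Y130A brain (-0.0253 with only the genes with counts), monocytes in Y130A brain (0.0457 with only the genes with counts), mast cells and basophils in S226A lung (-0.20 with only the genes with counts), megakaryocytes in S226A brain (0.12 with a pseudocount of 0.1) and Y130A brain (0.0496 with a pseudocount of 0.1 and 0.0662 with the median) and microglia in Y130A liver (0.22 with the median). Other scores changed sign by less than that SD, with an alternative or without 1 library. Among these were the B lineage in Y130A liver (-0.10 with the median, -0.13 without wild-type replicate 2, -0.028 without wild-type replicate 4 and -0.0396 without Y130A replicate 2), neutrophils in Y130A brain (-0.0123 without wild-type replicate 4 and -0.0027 without Y130A replicate 2) and T and NK genes in S226A liver (-0.0376 with the median) and S226A lung (-0.0278 with only the genes with counts and -0.16 without S226A replicate 3).

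Tmem267 fell below the threshold in S226A lung (2.17) and Y130A liver (2.37) with only the libraries compared, and passed it in Y130A brain with DESeq2 (2.41), no filter (2.40) and thinning (2.34) and in Y130A lung with DESeq2 (2.59). Its log2 fold change ranged over the fits that left out 1 library from 2.20 to 2.47 in S226A brain, from 2.01 to 2.42 in S226A lung and from 2.05 to 2.84 in Y130A liver. Of 200 results for named genes, 60 were called, 22 of these lost the call in at least 1 fit without a library and 5 others gained it. Over the fits that each left out 1 library, the direction reversed for Daxx in S226A liver (from -0.0921 to 0.0736, the highest without wild-type replicate 3), H3f3a in S226A lung (from -0.0384 without wild-type replicate 4 to 0.19), Hdac1 in S226A lung (from -0.16 to 0.0221 without wild-type replicate 4) and Trim28 in S226A lung (from -0.0649 without wild-type replicate 3 to 0.0750). It also did for Ifitm6 in Y130A lung (from -0.0271 without Y130A replicate 3 to 0.49) and Nnt in Y130A lung (from -0.33 to 0.20 without wild-type replicate 1). Among the alternatives with all libraries, DESeq2 called 19 more and lost 6 of the named genes, only the libraries compared lost 24 and gained 1, and thinning gained 6 and lost 1.

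The smallest exact p with 4 libraries in a group is 0.0286, and it limits the scores and single genes, as do the low counts of marker genes in brain and lung.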

Differences from the paper's values

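The paper's values below are those of its DESeq2 results (Fig. 4 and Table S3), and the values from the counts here come from edgeR.

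Under the stringent criteria, S226A lung had 51 differentially expressed genes where the paper's lists (Table S3) hold 80, S226A brain 21 against 32, Y130A liver 13 against 57, Y130A lung 0 against 8 and Y130A brain 0 against 1. For Y130A lung and brain, 493 and 375 genes had an unadjusted p below 0.05. Of the alternatives set before the data were examined, DESeq2 (80), litter as replicate block (58) and leaving out wild-type replicate 1 (54) or wild-type replicate 2 (81) came within 1.5 times the paper's value for S226A lung, DESeq2 (32) and RLE size factors (23) for S226A brain, DESeq2 alone (57) for Y130A liver, DESeq2 (8) for Y130A lung, and no filter (1) for Y130A brain, where DESeq2 (2) was more than 1.5 times the paper's value. The adjusted p below 0.05 alone, which drops the criteria on fold change and standard error, came within it for S226A brain (41), Y130A liver (46) and Y130A brain (1). The remaining ones set beforehand, the other fits that left out 1 library among them, did not: a fit of only the libraries compared gave 8 in S226A lung, 16 in S226A brain and 2 in Y130A liver. Thinned libraries, an alternative chosen after seeing the data, gave 59 in S226A lung, 23 in S226A brain and 1 in Y130A brain.

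With an adjusted p below 0.05 alone, the paper's lists (Table S3) hold 645 genes for S226A lung where 317 were found here, 65 for S226A brain against 41, 299 for Y130A liver against 46, 18 for Y130A lung against 3 and 6 for Y130A brain against 1. With DESeq2, the counts were 647, 62, 299, 17 and 6, and none of the other alternatives set before the data were examined was run for this criterion.

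The paper has 1 shared higher gene in lung and 1 in brain, and 0 were found here, with 493 and 375 genes at an unadjusted p below 0.05 in Y130A lung and brain. DESeq2 gives 1 in each, as does the adjusted p below 0.05 alone, and no filter gives 1 in brain, as does thinning, which was chosen after seeing the data.

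The paper names 11 shared higher genes in liver and 8 were found here. Amph, Ccdc85a, Ctsw and Gm21887 are among the paper's genes and were not called in both mutants, and Car1 was called in both and is not among the paper's. DESeq2 gives all 11 of the paper's genes, without Car1, and the adjusted p below 0.05 alone gives Amph as shared. Amph was called in Y130A liver without wild-type replicate 1 (3.13) or Y130A replicate 3 (2.03) and Ctsw in S226A liver without S226A replicate 4 (3.41), and thinning, chosen after seeing the data, called Amph, Ctsw and Pacsin1 in S226A liver. The paper also has 3 shared lower genes in liver (Begain, Pacsin1 and Unc13c), and none was found, while DESeq2 gives all 3 of them and the block by litter gives Pacsin1.

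Among the genes the paper shows for its pathways, Lyz2, S100a8 and S100a9 in S226A brain, Casp1 and Lilra5 in S226A lung and Wnt5a in S226A liver were not called with edgeR and were called with DESeq2. Lyz2 was also called with only the libraries compared and with litter as replicate block, S100a9 without S226A replicate 1 (1.84), Casp1 without wild-type replicate 4 (-1.64) and Wnt5a without S226A replicate 2 (-1.66), and thinning, chosen after seeing the data, called S100a8 and S100a9. All 67 log2 fold changes read from Table S3 for the named genes had the same sign here. For S226A liver, 1999 of its 2553 lines could be read.

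The paper has fewer neutrophils in Y130A lung (a mean score lower by 1.35 in Table S4), and the neutrophil score was higher there by 0.13 (exact permutation p = 0.4). The paper states that changes in the lung of S226A resemble those in liver, and the score of B lineage genes (-0.16) did not differ there beyond the spread (exact permutation p = 0.571), on another gene list than the paper's, whose mean fell by 2.13 (Table S4). In brain, the paper's text has a change of neutrophils in S226A alone, and the macrophage score fell there by 0.35 (exact permutation p = 0.0286, adjusted p = 9.77e-05 with fry), as did the paper's mean for monocytes and macrophages, by 0.46 (Table S4). The paper has more eosinophils in S226A liver, and the eosinophil score rose there by 0.36 (exact permutation p = 0.0857), with an adjusted p of 0.00274 with fry.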

Other observations

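Among the tests of the splits and of explanations below, those of the splits of the S226A tissues and of Y130A liver, of the wild-type lungs, of Tmem267 in wild-type embryos and of Car1 were chosen only after the result was seen.

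The 8 libraries of a comparison can be split into 4 and 4 in 35 ways, or into 4 and 3 in 35 ways for the lungs of the Y130A litters. In S226A liver, S226A lung and S226A brain, 1 of the 35 splits, the real one, gave as many genes by the stringent criteria, and the largest other counts were 17, 47 and 1. The 47 in S226A lung came from a split of litters 2881 and 2972 against the others, which parts no littermates, so that differences between litters gave almost as many genes there, and the count with litter as replicate block was 58. In Y130A liver, 2 of 35 splits gave as many genes as the real one, the other, with 24, being litters 2848 and 2851 against the others, and with litter as replicate block the count was 34. In Y130A lung and Y130A brain, 35 of 35 splits did, since the count was 0. Compared with the other splits that part every litter, 8 in all, the real one gave the largest count in S226A liver (the next 8), S226A lung (1), S226A brain (1) and Y130A liver (4).

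Between the wild-type embryos of the 2 sets of litters, 70 genes differed in liver, 273 in lung and 17 in brain, and 2 of 35 splits gave as many in liver (the largest other 81), 2 of 35 in lung (310) and 1 of 35 in brain (1). In lung, with the Y130A set thinned, 283 genes differed, which argues against depth as the cause. The median depths of the sets differed by a factor of 2.19 without overlap, so that batches of libraries that coincide with the sets and the litters cannot be told apart for these genes.

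Tmem267 differed between wild-type embryos, from 96.47 to 243 normalized counts in brain. The correlation of log2 counts in brain and liver over 8 wild-type embryos was 0.913, which argues against noise of single libraries, and was at the 99.6th percentile of 11709 genes with the mean of each set removed. A variant or an epigenetic state that differs between embryos may explain it, and neither was tested.

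Car1 was higher in Y130A liver and lung (2.98 in lung, adjusted p = 0.0452 with edgeR), a gene of red cells, and in S226A liver (1.28, adjusted p = 0.000705 with edgeR), at 2049 ± 349 against 842 ± 198 normalized counts. The erythroid score differed by 0.0242 in Y130A liver (exact permutation p = 0.914), which argues against more erythroid cells there. In Y130A lung, it was higher by 0.16, within the spread of the libraries (exact permutation p = 0.629), which leaves this open for lung. A change of Car1 within erythroid cells may explain the higher Car1 and was not tested.

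The mRNA of Itgam, which encodes Cd11b, had a log2 fold change of 1.13 in S226A liver (standard error 0.21, adjusted p = 0.000111 with edgeR), at 846 ± 88.7 against 386 ± 28.2 normalized counts, and of 0.16 in Y130A liver (adjusted p = 0.933), at 447 ± 87.6 against 401 ± 71.1 (n = 4 each).

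In liver, the scores of the remaining lists were, in S226A, -0.29 for erythroid (exact permutation p = 0.0286, adjusted p = 0.724 with fry), -0.16 for hepatocyte (0.0571), -0.16 for microglia (0.143), -0.05 for megakaryocyte (0.429), 0.11 for T and NK (0.543) and 0.06 for mast cell and basophil genes (0.657), and in Y130A 0.20 for T and NK (0.0286, adjusted p = 0.589 with fry), 0.19 for mast cell and basophil (0.0286, adjusted p = 0.211 with fry), 0.18 for megakaryocyte (0.2), 0.07 for hepatocyte (0.371) and -0.07 for microglia genes (0.314). The squamous epithelium list fell by 1.00 in S226A liver (exact permutation p = 0.4) and differed by 0.69 in Y130A liver (0.971), and the adult globin list by -0.10 (0.429) and 0.14 (0.371).

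Of the genes that differ between C57BL/6 strains, Ide had log2 fold changes from -0.13 to 0.20 and Nnt from -0.14 to 0.43 over the 6 comparisons, and Wdfy1 from -0.45 to 0.03 (the lowest adjusted p of the 3 genes, 0.506 with edgeR), while Entpd4 had 0 counts in all libraries. In Y130A liver, Wdfy1 was nonetheless lower than in wild type in 4 of 4 litters without overlap, at 376 ± 43.2 against 514 ± 18.7 normalized counts (n = 4 each, exact permutation p = 0.0286, adjusted p = 0.839 with edgeR), and in Y130A lung and brain the libraries overlapped (exact permutation p = 0.657 for each). The edgeR fit covers all libraries, and the cause of the lower level in liver was not tested. Wdfy1 varied by embryo within the S226A litters, from 815.4 to 3100 normalized counts in brain of S226A and from 816.7 to 3056 in brain of its wild type, and from 738.3 to 830.5 in brain of the Y130A litters.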
